# Terpenic compounds possess anthelmintic and immunomodulatory properties with potential for controlling equine cyathostomin infections

**DOI:** 10.1016/j.ijpddr.2026.100642

**Published:** 2026-04-12

**Authors:** Joshua Malsa, Angélique Chereau, Fabrice Guégnard, Delphine Serreau, Amandine Gesbert, Fabrice Reigner, Léonie Chamoin, Jacques Guillot, Alexandre Vernudachi, Nuria Mach, Géraldine Fleurance, Sonia Lacroix-Lamandé, Andrew R. Williams, Guillaume Sallé

**Keywords:** Horse, Strongyle, Nematode, Terpene, Feed additive, Nemabiome

## Abstract

The emergence of anthelmintic-resistant parasite isolates necessitates alternative control strategies. The use of dietary additives with anti-parasitic or immunomodulatory activities has been proposed as a solution, but whether such additives can simultaneously exert dual bioactivities within this context has rarely been explored. Here, we evaluated whether selected terpenes could exert dual bioactivities (anti-parasitic and immunomodulatory) with a view to their use as food additives that can limit strongyle infections in horses. *In vitro* tests with cyathostomin larval development, larval migration, and immune modulation showed that cinnamaldehyde and carvacrol possessed high activity, and nemabiome analysis revealed that both compounds modulated cyathostomin community structure. Moreover, they also displayed significant anti-inflammatory activity in equine mononuclear cells and modulated gene expression induced by parasite antigen in monocytes, including an upregulation of an antioxidant defense network. However, no effects of cinnamaldehyde were observed on parasite egg excretion or host blood cell profiles during a 28 day *in vivo* feeding study. These data suggest that whilst terpenes have broad-acting bioactivities, gaps between *in vitro* properties and *in vivo* efficacy need to be overcome to realize their potential to improve host resistance to parasites.

## Highlights

• Terpenic compounds have anti-parasitic activity against equine strongyles *in vitro*.
• These compounds also modulated parasite community structure *in vitro*.
• Both compounds exerted immunomodulatory effects in equine monocytes.
• Cinnamaldehyde did not lower parasite burdens during a 28 day grazing study.
• Further studies are needed to bridge the gap between *in vitro* and *in vivo*.

## 1 Introduction

In horses, infection by small strongyles, also called cyathostomins may cause colic, diarrhea, weight loss, and possibly death of the most susceptible hosts, especially young animals (Giles et al., 1985; Love and Duncan, 1992; Love et al., 1999; Peregrine et al., 2014). Nearly all grazing horses are infected by cyathostomins, a complex of 50 described species (Reinemeyer et al., 1984; Lyons et al., 1999; Morariu et al., 2016; Bellaw and Nielsen, 2020) whereby a few keystone species - namely *Cylicocyclus nassatus*, *Cyathostomum catinatum* and *Cylicostephanus longibursatus* - are the most prevalent in the USA (Bellaw and Nielsen, 2020) or in France (Boisseau et al., 2023). A 50 % mortality rate in young horses has been reported in clinical larval cyathostominosis, due to the synchronous reactivation of large numbers of encysted larvae after hypobiosis (Giles et al., 1985; Peregrine et al., 2006; Walshe et al., 2021). Current infection control strategies are based on frequent anthelmintic treatments at regular intervals, but this has resulted in the emergence of drug-resistant populations, which are now widespread (Cai et al., 2024; Abbas et al., 2025; Bull et al., 2025). Due to the lack of novel compounds marketed for horses in the near future, new strategies are turning towards the identification of plants with positive health benefits (Arfuso et al., 2020; Buza et al., 2020; Malsa et al., 2024).

Many plants produce secondary metabolites (SMs) in order to defend against various abiotic and biotic stressors (Bennett and Wallsgrove, 1994; Zaynab et al., 2018; Erb and Kliebenstein, 2020). These molecules are classified into three main groups: alkaloids (or nitrogen compounds), phenolic compounds and terpenes (Bourgaud et al., 2001). Terpenic compounds such as anethole, carvacrol, cinnamaldehyde, eugenol, and thymol have shown *in vitro* activity in inhibiting egg hatching in the small ruminant strongyle *H. contortus* (Zhu et al., 2013; Katiki et al., 2017). *In vivo* activity has also been observed in naturally infected sheep with gastrointestinal nematodes (Ferreira et al., 2016; Štrbac et al., 2022). However, whether these compounds have direct anthelmintic activity against equine parasites or interfere with parasite signaling or development is unclear.

Many plant SMs have also have immunomodulatory activity. For example, the alkaloid compound matrine decreases pro-inflammatory cytokines (TNF-α, IL-6 and prostaglandin E2) in macrophages after stimulation with bacterial lipopolysaccharide (LPS) (Wang et al., 2021). Some phenolic and terpene compounds have shown similar *in vitro* (Srivastava et al., 2009; Tang et al., 2019) or *in vivo* (Wang et al., 2013; Tian et al., 2022) activities. Protective immunity to helminths is dependent on type-2 immune function including production of IgE, eosinophilia, goblet cell hyperplasia, and mucus secretion at the mucosal barrier (Zaiss et al., 2024). These mechanisms have been well established in rodent models, and have been increasingly validated in large animals, including horses where stereotypical components of the type-2 response appear to be associated with infection with cyathostomins or *Strongylus vulgaris* (Dennis et al., 1988; Collobert-Laugier et al., 2002; Steuer et al., 2020). Interestingly, dietary interventions may also modulate immunity to parasites. The ability of plant SMs to suppress oxidative stress and pro-inflammatory, type-1 immune responses may favour the development of type-2 immunity due to the reciprocal counter-regulation of these opposing immune cell subsets. In this way, dietary supplements (e.g. probiotics or cinnamaldehyde) with anti-inflammatory activity may promote anti-helminth immunity through a modulation of cytokine balance and enhanced mucus -production in the intestine (McClemens et al., 2013; Wlodarska et al., 2015; Pinto et al., 2020; Zhu et al., 2022).

Dual action therapeutics are those which simultaneously induce multiple mechanisms of action to exert bioactivity. Such therapeutics may slow the development of drug resistance due to these broad-spectrum bioactivities which target multiple mechanisms in both the parasite and the host. Given the well-described anti-microbial and anti-inflammatory activities of plant SMs, we postulated that diets rich in these compounds may help control parasitic infection by directly targeting nematodes within the gut and/or modulating the host immune response to aid in parasite expulsion. Thus, we aimed to rationally select natural compounds that could serve as ‘dual-action’ feed additives for control of equine cyathostomins. We first screened 6 compounds (*i.e.* anethole, carvacrol, cinnamaldehyde, eugenol, L-menthol, and thymol) for their ability to 1) modulate the inflammatory responses, and 2) to impact larval development and motility. Two promising candidates candidates (carvacrol and cinnamaldehyde) were then used for further studies. Using a metabarcoding approach, their specific effect on cyathostomin species relative abundance and their ability to modulate the activity of equine immune cells was investigated. As there is often a significant gap in the translation of *in vitro* findings to *in vivo* efficacy, we also performed a pilot study to test the *in vivo* effects of dietary cinnamaldehyde supplementation in naturally infected horses. Outcomes included fecal egg counts (FEC), assessment of larval development, and circulating blood immune cell counts.

## 2 Materials and methods

### 2.1 Material and reagents

Fecal, blood, and cyathostomin samples were collected from Welsh ponies from the INRAE experimental farm (doi: 10.15454/1.5573896321728955E12). The procedure received approval from the French Ministry of Research under protocol number APAFIS #35631-202202281021526.

The compounds tested in this study were Anethole, L-menthol, thymol, eugenol, carvacrol or cinnamaldehyde from Pancosma (Z. A. La Pièce 3, 1180 Rolle, Switzerland).

Antigen preparation was produced as described previously (Hellman et al., 2021) 100 mL of cyathostomins third-stage larvae suspension was added to 0.32% sodium hypochlorite solution (Nectra javel 9.6%) for 15 min and 0.48% for 5 min under agitation to exsheath larvae. The larval solution was then centrifuged without brake (5 min, 3000 g) and the supernatant was replaced with sterile H_2_O. This last step was carried out six times to clean the suspension before resuspending it in culture medium (1640 media with 2 mM L-glutamine, 10% FCS and 1% PS) during 30 min (+25 °C). The larval suspension was washed three times as above but in culture medium before being crushed in liquid nitrogen and a small amount of Dulbecco's phosphate buffered saline (DPBS). The larval crushed material was centrifuged without brake (5 min, 3000 g) then filtered (2 μm). The protein concentration in the antigen extract was quantified using a NanoDrop™ (Thermo Fisher Scientific, Waltham, MA, USA). The amount of LPS present in the extract was measured by LCMS^2^ at the Diviomics core facilty (UMS BioSAND 58, Université Bourgogne-Europe, 21000 Dijon France).

### 2.2 Culture, isolation and stimulation of immune cells

#### 2.2.1 Culture and stimulation of murine macrophages

An immunomodulation assay was carried out on RAW 264.7 murine macrophage cells (ATCC TIB-71). Cells were counted and suspended (250,000 cells/mL, 50,000 per well) in 96-well plates (flat bottom) with culture medium composed of RPMI 1640 media with 2 mM L-glutamine (Sigma R5758), 10% inactivated fetal bovine serum (Sigma F2442), 1% PS (100 U/mL penicillin and 100 μg/mL streptomycin (Sigma 4333)). The cells were returned to the incubator (+37 °C, 5% CO_2_) for 2 h, allowing them to adhere to the bottom of the well. After incubation, the cells were pre-stimulated with anethole, L-menthol, thymol, eugenol, carvacrol or cinnamaldehyde (final concentration 5 μg/mL). To evaluate both pro- and anti-inflammatory activities, two experimental setups were used: in the anti-inflammatory condition, the bacterial antigen (lipopolysaccharide – LPS, final concentration 500 ng/mL) was added 30 min after compound exposure, while in the pro-inflammatory condition, an equivalent volume of culture medium was added instead. The cells were then incubated at +37 °C (5% CO_2_) for 24 h. After incubation, the concentration of TNF-α in the medium for each condition was quantified by ELISA using mouse TNF-α paired antibodies (R and D Systems DY410).

#### 2.2.2 In vitro tests on equine PBMCs

To obtain the PBMCs, 20 mL of blood was collected in K2 EDTA tubes (Dutscher 367525A) from four different Welsh ponies. The blood was then diluted 1:1 in sterile DPBS (Sigma D8537) and 20 mL was delicately deposited on 15 mL of histopaque Ficoll-Paque™ PLUS (Sigma 10771). The histopaque blood mix was centrifuged without brake (30 min, 400 g) to isolate the buffy coat located between the serum at the top and the histopaque at the bottom. PBMCs were collected and resuspended in DPBS before red blood cell lysis with lysis buffer (Sigma R7767). Subsequently, PBMCs were treated as RAW 264.7 cells (described above). The TNF-α production was quantified by ELISA using an equine TNF-α Uncoated ELISA Kit (Thermo Fisher Scientific ESS0017).

#### 2.2.3 Isolation and stimulation of equine monocytes

PBMCs were purified as described previously and then incubated with anti-CD14^+^ antibodies coupled to a fluorochrome (Alexa Fluor 647) (Kabithe et al., 2010) for 30 min in the dark (−4 °C). After incubation, monocytes were purified with a cell-sorter (MoFol® Astrios (Beckman-Coulter), IMI-ISP, Nouzilly, France). A minimum of 6 × 10^5^ monocytes per condition was suspended in 96-well plates (flat bottom) in culture media and left to rest (+37 °C, 5% CO_2_) for 17 h. After rest, the cells were stimulated for 6 h under different conditions: by LPS (125 ng/mL), cyathostomins antigen extract (50 μg/mL), dimethyl sulfoxide (DMSO) (0.05%) + LPS (125 ng/mL) and carvacrol or cinnamaldehyde (5 μg/mL) + cyathostomins antigen extract (50 μg/mL).

#### 2.2.4 RNA extraction and transcriptomic analysis of equine monocytes

Following stimulation, cells were collected and subjected to RNA extraction using the Qiagen RNeasy® Plus Mini kit (Qiagen 74134) following manufacturer's recommendations. The quality and purity of RNA was evaluated using bioAnalyzer (Agilent 2100 Bioanalyzer; Agilent Technologies, Santa Clara, CA, USA). RNA was sequenced (200bp paired-end sequencing) using the Illumina NovaSeq 6000 platform (IGATech, Italy). RNAseq data were quality filtered using Trim-galore and the retained reads were pseudo-aligned onto the horse transcriptome (Ensembl110) using the Salmon v. 1.4 software. Count tables were imported using *tximport* function from tximport v.1.28 R package (Soneson et al., 2015) for subsequent modeling and analysis using the DESeq2 v. 1.40.2 R package (Love et al., 2014). Gene ontology (GO) enrichment was conducted using *gost* function from gprofiler2 v. 0.2.2 R package (Raudvere et al., 2019; Kolberg et al., 2020).

### 2.3 In vitro tests on parasites

#### 2.3.1 Larval development assay (LDA)

A larval development assay (LDA) was conducted on a cyathostomins isolate. The eggs were extracted from fecal samples collected from the ground directly after excretion of several ponies and pooled. To avoid contamination, only the top part of the fecal matter (which had not touched the ground) was carefully collected. First, the samples were washed with bottled spring water (Volvic, Danone, Puy-de-Dôme, France) through a colander to remove the largest particles and then through two sieves, a first of 125 μm and a second of 20 μm to retain the eggs. Kaolin (Sigma K7375) was then added to the egg solution before centrifugation. The supernatant was discarded, and the pellet was resuspended in a saturated NaCl solution (density = 1.18) before centrifugation (5 min, 500g RCF). The supernatant was collected on a 20 μm sieve. After egg purification, each well of a 96-well plate was filled with 40 μL of the mixture, resulting in a concentration of 2.75 eggs/μL (110 eggs per well). Thereafter, feces mixture (horse feces mixed with water and pressed through a 125 μm filter, v/v; OD_650nm_ of 0.8), bacteria (*Escherichia coli* OP50 strain) to an OD_650nm_ of 1.3, and 500 μg/mL of amphotericin b (Sigma A4888), were added. The plate was incubated at +25 °C for 24 h, allowing the eggs to develop into L1/L2 larvae. After the incubation, various concentrations of the extracts were added to the wells to establish a dose-response curve, allowing for the determination of the IC50, and incubated for six days. Doses were chosen to approximate the levels of phytonutrients that could be expected in the gut following dietary supplementation – as there is limited information in horses, extrapolation was made from other animal species (Ferreira et al., 2016; Štrbac et al., 2022) Afterwards, undeveloped (L1/L2), or developed (L3) larvae were observed using a 4X objective lens (providing a total magnification of 40X), and the larval development rate was calculated as:

$$\frac{number\;of\;L3}{number\;of\;L1\;and\;L2+number\;of\;L3\;}\times 100$$

The LDA data were used to fit a two-parameter log-logistic regression model to determine inhibitory concentration 50 (IC_50_) (see 2.4 Statistical analysis).

#### 2.3.2 Larval motility assay (LMA)

The INVENesis Migration Trap Assay (MTA) (Harrington et al., 2023) measures the effect of compounds on the third larval (L3) stage of *cyathostomins* isolates*.* Approximately 300 L3s were exposed to the drug or control treatments in each well of a 96 well plate. In all experiments, non ex-sheathed L3s were exposed for 24 h to the compound in a solution of 1.5% of DMSO and 0.00425% of Tween 20. Larvae were then transferred to a migration plate, which is a 96-well plate allowing *cyathostomins* L3s to migrate from a deposit area to a trap area through a corridor. The mobility of the larvae in the trap area was monitored over a 21-min time window using an automated data acquisition system equipped with a Basler acA2000-50gm camera, which measured pixel displacement. The effect of compounds was expressed as a percent reduction of motility compared to negative controls (1.5% DMSO). All compounds were tested in triplicate and the IC_50_ was used to fit a two-parameter log-logistic regression model (see 2.4 Statistical analysis). Following the results of the immunomodulatory activity screen, the LDA and LMA scores were summed to rank the best two extracts.

#### 2.3.3 Measures of differential sensitivity of cyathostomins to carvacrol and cinnamaldehyde

To measure the differential sensitivity of cyathostomins, we performed an LDA test with higher larval content to provide sufficient genetic material. In this case, 5000 larvae (L1/L2) were placed in contact with the extracts in 24-well plates and developed under the same conditions as in section 2.2. After incubation in five different concentrations of carvacrol or cinnamaldehyde, living larvae were collected using a filter (30 μm) and the DNA from 84 samples was individually extracted using NucleoSpin® Tissue kit (Macherey-Nagel, Germany). To determine the better parameter for the analysis, we used a mock community (Malsa et al., 2024). This mock community included 32 nematodes (14 *Cylicocyclus nassatus*, 12 *Cyathostomum pateratum*, 3 *Cylicostephanus goldi*, 1 *Cyathostomum catinatum*, 1 *Cylicostephanus minutus* and 1 *Cylicocyclus ashworthi*). The nemabiome study was performed as described (Malsa et al., 2024). In short, the ITS-2 region was PCR-amplified using NC1 and NC2 primers (Gasser et al., 1993), which included one to three random bases and Illumina adapter overhangs (Courtot et al., 2023). PCR reactions (80 μL) contained HF buffer, dNTPs, primer mix, Phusion High-Fidelity DNA polymerase, and 5 ng/μL genomic DNA. Libraries were prepared from DNA samples (0.4 -74.2 ng/μL in Tris-HCl) and sequenced on two lanes of an Illumina NovaSeq 6000 system (250 cycles; IGATech, Italy). Sequencing reads were trimmed to remove adapters and ITS-2 primers using cutadapt v1.4 (Martin, 2011).

Subsequently, data were analyzed in R v.4.2.1 with the dada2 software (Callahan et al., 2016) using the mock community as a standard to choose appropriate bioinformatic parameters as described previously (Courtot et al., 2023). Using this approach, we retained a maximum number of expected errors of 2 and 5 for the forward and reverse reads respectively, a truncation length of 200 bp, and applied the default BAND_SIZE parameter. Downstream analyses and count tables data were analyzed using the phyloseq v.1.42.0 R package (McMurdie and Holmes, 2013) and vegan v.2.6-4 R package (Oksanen, 2010). All amplicon sequence variants (ASVs) had more than 10,000 hits (min = 216,821) and their occurrence sum higher than 10,000. We utilized a filtration step to remove the samples with an occurrence sum lower than 4000 (no samples removed). Following taxonomy assignment, five false positive ASVs (detected in the mock communities while absent) with a summed relative abundance below 5% across the 142 samples were removed. The final dataset comprised 142 samples and 7 ASVs, corresponding to 17 species.

### 2.4 In vivo evaluation of cinnamaldehyde as a food additive

#### 2.4.1 Animal condition

For the *in vivo* experiment, 13 naturally infected Welsh ponies (between 2 and 5 years old) were used. After period of grazing, the ponies were returned to the stalls two weeks before the experiment to acclimatize to the study conditions. During the acclimatization period, a dietary transition was made from a grass-based diet to one consisting of 600 g of pellets and hay. The ponies were divided into two groups (control (n = 7), cinnamaldehyde (n = 6)) on the basis of age, weight and fecal egg count (FEC) measured one week before the experiment, without significant difference between groups (Table S1).

#### 2.4.2 Experimental design

The trial was conducted over 28 days (from November 8 to December 6 2021). During this period, the ponies in the cinnamaldehyde group receive 50 mg of the additive (23.6 μL of cinnamaldehyde) every day deposited on 20 g of pellets. This was prepared 1 h before consumption. In view of the lack of an emerging tendency, it was decided to double the dose of the additive distributed during the last week (November 29 to Sunday, December 5, 2021). To monitor the antiparasitic and immunostimulatory effects, five fecal samples, blood samples, and weight data were collected per pony over the period of the study (d0, d7, d14, d21, and d28).

#### 2.4.3 Parasitic and immune analyses

Individual FEC data were determined using a modified McMaster technique based on the dilution of 5 g of fecal matter in 70 mL of a saturated NaCl solution (density = 1.18). Eggs were counted using an optical microscope (×150 magnification), the minimum detection limit was set at 50 EPG. The efficacy of cinnamaldehyde was measured with Bayesian hierarchical models (see 2.4 Statistical analysis).

To evaluate the effect of the additive on larval development, 50 g of fecal matter mixed with 15 g of vermiculite (30%) was incubated individually for each horse for 13 days at +23 °C and 70% relative humidity. Infective third-stage larvae (L3) of cyathostomins were then collected using a Baermann apparatus after 24 h and 48 h of sedimentation for each horse and timepoint. The larval count in each sample was determined from 30 drops of 5 μL of the larval solution under the microscope (×40 magnification). The larval development rate was then computed as follows:

$$\left(\frac{Counted\;L3}{FEC\times quantity\;of\;fecal\;matter\;}\right)\times 100$$

Blood samples were analyzed immediately after their collection to determine circulating RBCs and leukocytes by the PFIE INRAE Val de Loire, Nouzilly, France using a Melet Schloesing Laboratoires M-Scan II machine. The complete range of parameters is presented in Supplementary Table S2.

### 2.5 Statistical analysis

All data were analyzed using R software v. 4.3.0. The plant's SM effects on TNF-α levels measured on RAW 264.7 and equine PBMC were statistically analyzed using a Wilcoxon rank sum test with the *wilcox.test* function from the stats v. 4.3.0 package. The larval development and migration rate data from LDA and LMA were used to fit a two-parameter log-logistic regression model to the development and motility ratio, with the percentage of larval development relative to the control as the response variable and the concentration range as the independent variable. We used the *LL.2* function where the lower and upper limits are fixed at 0 and 1 respectively of the drc v. 3.0-1 package. The IC_50_ was determined with *ED* function and statistically compared using the *compParm* function from the same package.

As previously mentioned, all RNAseq data were analyzed using the DESeq2 v. 1.40.2 package and gprofiler2 v. 0.2.2 R package. The abundance and the Shannon diversity dataset were obtained using phyloseq v. 1.44.0 package. The correlation test between Shannon diversity and the extract concentration was realized using the *cor.test* function from the stat v. 4.3.0 package. The Shannon index measured on each group was analyzed using a linear mixed-effects (LME) model with the *lme* function from the nlme v. 3.1-162 package. The treatment group (carvacrol and cinnamaldehyde) was fitted as fixed effect and technical replicate as a random effect. An Generalized Estimating Equations (GEE)model with the *geeglm* function from the geepack v. 1.3.9 package (Højsgaard et al., 2005) was used to statistically analyze the effect of each SM on the cyathostomins count species. The species, the SM concentration and the species x SM concentration interaction were used as fixed effects, and the technical replicate as a random effect.

The data used to determine the groups for the *in vivo* assay (age, weight and FEC at d-7) were analyzed using ANOVA with the *anova* function of stat package. The groups were used as a fixed effect, and horses as a random effect. Individual FEC data were analyzed by a generalized linear mixed-effects models assuming a negative binomial distribution using the *glmer.nb* function of lme4 v.1.1-34 package fitting group (control and cinnamaldehyde), days (d0, d7, d14, d21, and d28), and group x day interaction as a fixed effect, and with horses as a random effect. The larval development rate and hematological parameters (performed individually on each cell population) data were analyzed using LME models. Each dataset was fitted as the *glmer.nb* model used for FEC analysis. The feed additive efficacy was measured using the *fecr_stan* function from eggCount v. 2.3-2 package (Paul et al., 2014) based on the Bayesian hierarchical models recommended by WAAVP guidelines (Kaplan et al., 2023). The average FEC of the treated group at d0 was used as the pre-treatment reference point, and at d7, d14, d21, and d28 as post-treatment, including the correction factor for the McMaster technique. The correlation between hematological data and FEC was determined using the *rcorr* function from Hmisc v. 5.1-0 package.

## 3 Results

### 3.1 Carvacrol and cinnamaldehyde demonstrate potent direct and indirect *in vitro* activity

The anti-inflammatory and pro-inflammatory activity of anethole, carvacrol, cinnamaldehyde, eugenol, L-menthol, and thymol was initially screened with the macrophage cell line RAW 264.7 as a robust pre-clinical inflammation model with high reproducibility. The results showed that none of the tested extracts exhibited pro-inflammatory activity, with no TNF-α detected without concurrent LPS stimulation (Fig. S1A). Among the compounds tested, cinnamaldehyde, carvacrol, and eugenol demonstrated the highest anti-inflammatory activity (Fig. 1, and Fig. S1A), significantly reducing TNF-α levels in the culture medium by 100% (*P*_*Bonferroni adjusted*_ < 0.001), 47% (*P*_*Bonferroni adjusted*_ = 0.002) and 38% (*P*_*Bonferroni adjusted*_ = 0.04), respectively, compared to the LPS-stimulated control. To assess whether these compounds also exerted direct antiparasitic activity against equine strongyles, LDA and LMA were then performed to identify the most active extracts using the IC_50_, defined as the concentration required to reduce parasite development or migration by 50% (Fig. S1B and C). The two extracts with the best activity in inhibiting larval development were carvacrol (IC_50_ = 0.19 mM [95% c.i. = 0.17-0.20]) and eugenol (IC_50_ = 0.41 mM [95% c.i. = 0.38-0.45]) (Fig. 1). In terms of motility inhibition activity, eugenol (IC_50_ = 0.29 mM [95% c.i. = 0.04-0.54]) and anethole (IC_50_ = 1.59 mM [95% c.i. = 0.87-2.31]) were the two most effective. Following integration of both assays into a composite activity score, cinnamaldehyde and carvacrol obtained the best rankings, with scores of 3.74 and 58.35, respectively. All results are summarized in Supplementary Table S3.

**Fig. 1:**
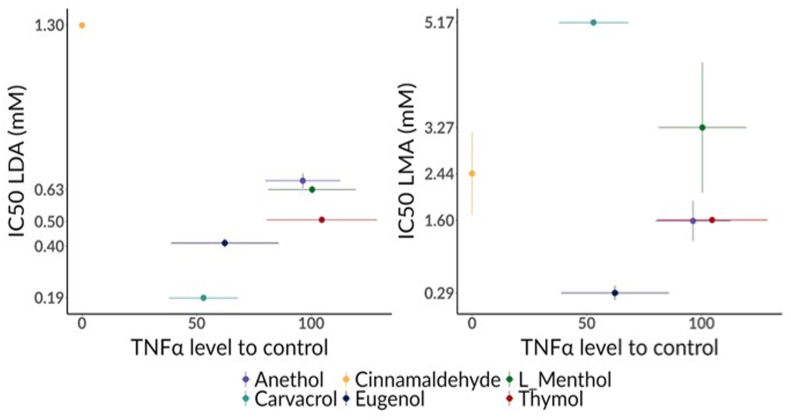
**Scatter plots of the association between TNF-α production and the IC_50_ values (LDA and LMA)** Scatter plots showing the association between TNF-α production percentage (expressed relative to the control) and the IC_50_ values obtained in (left) the Larval Development Assay (LDA) and (right) the Larval Migration Assay (LMA) for six terpene compounds (anethole, cinnamaldehyde, menthol, carvacrol, eugenol and thymol). Each point represents the mean IC_50_ and TNFα production for a given compound, and horizontal/vertical bars indicate the corresponding confidence intervals. Lower IC_50_ values reflect higher antiparasitic potency.

Following the results of the screening on RAW 264.7 cells, the anti-inflammatory activity of cinnamaldehyde and carvacrol was evaluated on equine PBMCs to ensure cross-species translatability. Across four independent trials with seven technical replicates each, cinnamaldehyde and carvacrol reduced TNF-α levels by 41% (*P* < 0.001) and 14% (*P* = 0.01), respectively (Fig. 2). Thus, these results indicate that both compounds can modulate equine immune function as well as inducing direct anti-parasitic effects against equine nematodes.

**Fig. 2:**
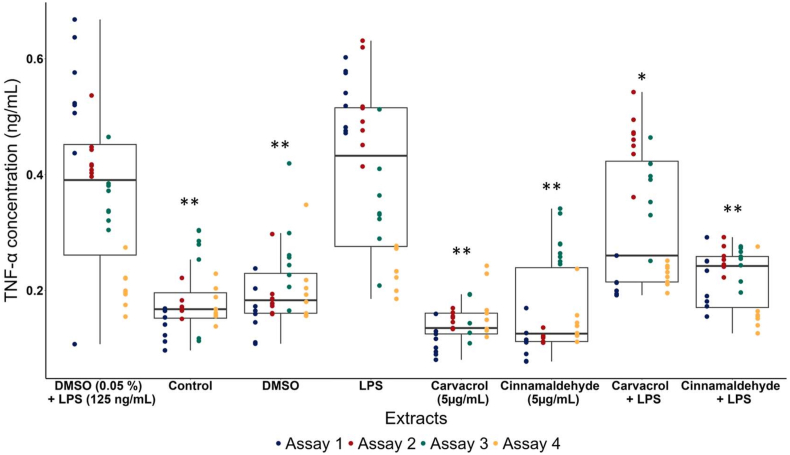
**Anti-inflammatory activity of carvacrol and cinnamaldehyde on equine PBMC** Boxplots showing TNF-α concentrations (ng/mL) measured in equine peripheral blood mononuclear cells (PBMCs) exposed to DMSO (0.05%), LPS (125 ng/mL), the combination of DMSO and LPS, carvacrol (5 μg/mL), cinnamaldehyde (5 μg/mL), the combination of either compound with LPS, and the untreated condition (control). Points represent individual replicates from four independent assays. Asterisks indicate significant differences relative to the corresponding control condition (∗*P* = 0.01, ∗∗*P* < 0.001).

### 3.2 Larval community structure variation following exposure to carvacrol, cinnamaldehyde and pyrantel

We further analyzed changes in larval community structure following exposure to concentration gradients of cinnamaldehyde, carvacrol, or pyrantel (used as a reference anthelmintic) to identify putative species-specific effects. The tested concentrations of cinnamaldehyde and carvacrol were based on those used in the previous *in vitro* LDA test.

Under control condition (no compound exposure), 15 species were correctly identified, two were identified at the genus level, and one could only be identified at the family level, with an average count of 407 individuals per sample. Four species were dominant, each displaying an absolute abundance mean higher than 5000 individuals: *Cyathostomum catinatum* (5,444), *Cyathostomum pateratum* (51,090), *Cylicocyclus ashworthi* (84,809), and *Cylicocyclus nassatus* (54,748) (Fig. S2).

Exposure to increased concentrations of cinnamaldehyde, carvacrol, or pyrantel resulted in a significant decrease in alpha diversity, as measured by the Shannon index. This decline was strongly correlated with the increase of cinnamaldehyde (r_Pearson's_ = −0.64; *P* < 0.001), carvacrol (r_Pearson's_ = −0.68; *P* < 0.001), and pyrantel (r_Pearson's_ = −0.84; *P* < 0.001) concentration. Compared with the control group, the Shannon index was significantly lower at the highest concentration of carvacrol and pyrantel (*P* < 0.001) (Fig. 3), and for the three last cinnamaldehyde concentrations evaluated (*P* < 0.001). This dose-dependency implies a specific response of the parasite community to drug pressure. Moreover, species-specific responses were also observed. Under cinnamaldehyde exposure, only *C. ashworthi* showed a significant increase in abundance at the highest concentration tested (3 mM*, P* < 0.001) (Fig. 4). In the face of the carvacrol concentration gradient, the counts of *C. nassatus* became significantly higher at the last concentration tested (0.5 mM) compared with the control, from 80,229 to 105,289 (*P* = 0.03) (Fig. 4). In contrast, pyrantel exposure led to a significant reduction of *C. pateratum* at 0.125 mM (from 40,005 to 4075, *P* < 0.001). Collectively, these data demonstrate that phytochemicals not only exert anti-parasitic activity but also modulate the species composition of the parasite communities. Notably, the patterns of community modulation induced by cinnamaldehyde and carvacrol differed from those observed with the anthelmintic drug pyrantel, indicating that these plant compounds may exert distinct, species-specific effects.

**Fig. 3:**
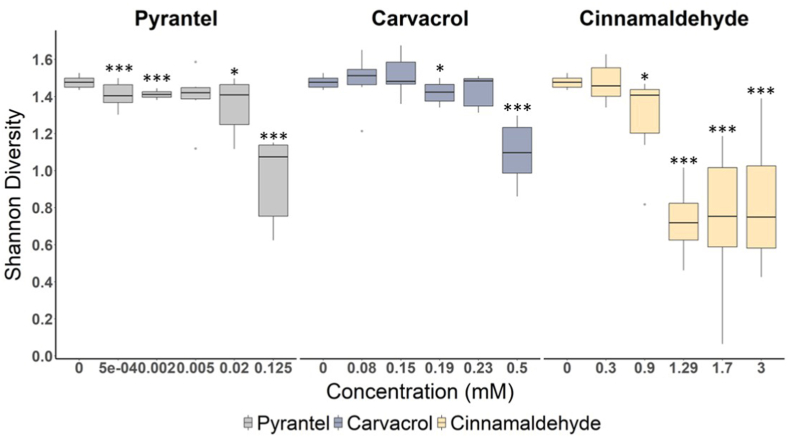
**Shannon diversity of larval community following exposure to pyrantel, carvacrol, and cinnamaldehyde** Boxplots showing Shannon diversity measured in Cyathostomin larval community exposed to an increasing gradient of pyrantel (grey), carvacrol (blue) and cinnamaldehyde (yellow). The asterisk indicates the significant difference (*P* < 0.01) of Shannon diversity at the specific concentration for each condition (carvacrol or cinnamaldehyde).

**Fig. 4:**
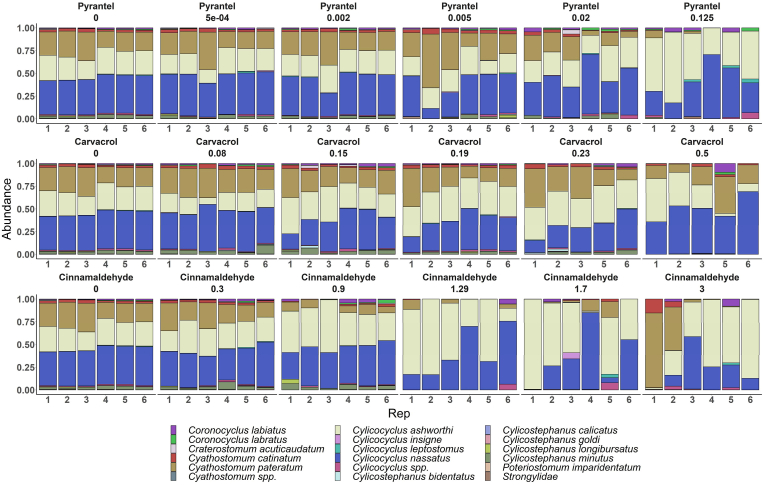
**Cyathostomin larval community abundance estimated using the metabarcoding approach during exposure to pyrantel, carvacrol and cinnamaldehyde.** Relative abundance of Cyathostomin larval species across increasing concentrations of pyrantel (top row), carvacrol (middle row), and cinnamaldehyde (bottom row). Each compound was tested at six concentrations, with six replicates per condition. Bar plots represent species-level community composition, with colors indicating individual species (see legend).

### 3.3 Cinnamaldehyde and carvacrol activate genes regulating oxidative stress in equine monocytes exposed to larval antigen

Given the apparent immunomodulatory properties of the plant-derived compounds, we next investigated whether they could influence the response of equine immune cells to parasite antigens. To this end, monocytes were isolated from horse blood and were stimulated with different treatments. 

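RNA sequencing counts were available for 24 libraries of CD14-sorted horse monocytes, 4 in each of 6 groups: Water control, Water + LPS (125 ng/mL), DMSO + LPS (0.05% DMSO), Water + antigen (50 µg/mL), and DMSO + antigen with cinnamaldehyde or with carvacrol (5 µg/mL each). Cells rested for 17 h and were stimulated for 6 h. The authors filtered reads with Trim Galore, quantified them with Salmon 1.4 against the Ensembl 110 horse transcriptome and summed them to genes with tximport 1.28. The deposited values are estimated counts per gene. Totals per library ran from 29.04 to 48.59 M counts (median 43.71) in the Water control, 24.09 to 40.67 (32.38) in Water + LPS, 23.81 to 37.85 (27.63) in DMSO + LPS, 24.52 to 38.57 (30.87) in Water + antigen, 24.56 to 44.30 (32.36) with cinnamaldehyde and 24.14 to 33.43 (26.43) with carvacrol. Counts were rounded to whole numbers, scaled by TMM factors and fitted over all 24 libraries with edgeR's quasi-likelihood test, with 13072 genes left after the filter on low counts and an adjusted p threshold of 0.05 without a fold limit. Monocyte markers were abundant (median 589.5 CPM over 14 genes), T cell markers were lower (median 1.80 CPM over 15 genes) and B cell markers lower still (median 0.880 CPM over 8 genes). No group received antigen in DMSO without a compound, so each compound comparison also holds the change of solvent. The share of DMSO in the compound groups is not given in the sources used here.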

We first confirmed that the monocytes responded robustly to LPS, and that different solvents (water or DMSO) had negligible effects on gene transcription (Fig. S3). 

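In the libraries given LPS, IL6, a pyrogenic cytokine, was at 6.46 ± 6.91 CPM in DMSO and 4.71 ± 4.91 CPM in water (mean ± SD, n = 4 each, log2 fold change 0.46, 95% interval -1.48 to 2.39), and PTGES, a prostaglandin E synthase, at 40.1 ± 19.0 and 44.1 ± 24.5 CPM (-0.14, -1.47 to 1.19). HMOX1, the heme-degrading enzyme, had 283 ± 76.2 CPM in DMSO and 331 ± 67.0 CPM in water (-0.23, -1.97 to 1.51). NQO1, a quinone reductase, had a log2 fold change of -0.68 (-2.40 to 1.03). Of 22 inflammatory cytokines and chemokines 0 passed over all genes and 1 adjusted over the list alone, IL12A, a subunit of interleukin-12, with 0.185 ± 0.151 CPM in DMSO and 0 in water (camera adjusted p = 0.253). With edgeR, 0 of 13072 genes passed between the solvents under LPS, and 73 had an unadjusted p under 0.05. DESeq2 over all 24 libraries called 4, DESeq2 on these 8 libraries called 2, and DESeq2 with the replicate number as a block called 518. The intervals leave room for solvent changes of more than 1 log2 unit in single genes, and the solvent was not compared without LPS.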

LPS stimulation triggered a significant change in the expression of 666 genes. Among these, 526 genes were upregulated, showing significant enrichment in immune-related pathways such as the cytokine-cytokine receptor interaction (KEGG:04060, *P adjusted* = 1.4e-9), TNF response (KEGG:04668, *P adjusted* = 1.0e-08), Nf-Kappa B (KEGG:04064, *P adjusted* = 2.2e-7), JAK-STAT signaling (KEGG:04630, *P adjusted* = 4.4e-07) or Toll-like receptor (TLR) signaling pathway (KEGG:04620, *P adjusted* = 0.1e-03). Thus, the isolated monocytes responded with a classical pro-inflammatory response to the TLR4 agonist LPS. 

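The genes named here that rose with LPS were higher in all 4 pairs of same-numbered libraries. LRBA, a vesicle trafficking protein, went from 1.27 ± 0.498 to 38.9 ± 5.29 CPM (log2 fold change 4.93, SE 0.37, adjusted p = 6.39e-09), and SOD2, the mitochondrial superoxide dismutase, from 1731 ± 339 to 10490 ± 1204 CPM (2.60, SE 0.25, adjusted p = 8.75e-07). STAT4, the transcription factor downstream of interleukin-12, rose by 2.90 (SE 0.30), BCL2A1, an anti-apoptotic protein, by 3.16 (SE 0.33), and BATF3, a dendritic cell transcription factor, by 3.04 (SE 0.32) on the log2 scale. Among the genes that fell were HHEX (-2.59, SE 0.43, adjusted p = 0.000709), a homeobox transcription factor, ARRB1 (-3.72, SE 0.69), an arrestin, and NRP1 (-1.38, SE 0.32), a semaphorin receptor. In all, edgeR called 328 genes, 290 higher and 38 lower, with 4 libraries against 4. With the replicate number as a block it called 1051, 804 higher and 247 lower. Leaving out a single control library lowered the count to 216 (replicate 2) or 151 (replicate 4), or raised it to 447 (replicate 1). The 38 lower genes became 66, 21, 23 and 7 without control replicate 1, 2, 3 or 4, and 17, 16, 18 and 19 without LPS replicate 1, 2, 3 or 4, and the 290 higher genes became 144 without control replicate 4. Without TMM factors edgeR called 300.0, 177 higher and 123 lower. DESeq2 called 639 over all 24 libraries, 503 higher and 136 lower, and 946 on the 2 groups, 606 higher and 340 lower.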

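Genes of the NF-κB pathway and its feedback inhibitors rose together under LPS: 14 of 34 tested rose and 0 fell (19 adjusted over the list alone), among them TNFAIP3 (log2 fold change 1.91, SE 0.26) and NFKBIA (1.39, SE 0.21), which restrain the pathway (camera adjusted p = 4.67e-29). Of 22 inflammatory cytokines and chemokines, 6 rose and 0 fell (16 adjusted over the list alone, camera adjusted p = 1.26e-18), including IL12B (7.67, SE 1.02), the shared subunit of interleukins 12 and 23, and EBI3 (4.28, SE 0.86), a subunit of interleukin-27. In the JAK-STAT list of 46 genes, 10 rose and 1 fell, the phosphatase PTPN6 (camera adjusted p = 1.46e-13), with SOCS3, a feedback inhibitor of cytokine signalling, at 3.09 (SE 0.41). For TNF signalling, 3 of 28 genes rose (SOCS3, the transcription factor CEBPB and the kinase MAP3K8) and 1 fell, the transcription factor FOS (-1.40, SE 0.33). The list passed with the preset correlation (adjusted p = 0.000266) and not with an estimated one (adjusted p = 0.219). Of 27 Toll-like receptor signalling genes 1 rose, the kinase IRAK2 (1.09, SE 0.27), and the list did not pass (adjusted p = 0.549). These lists were written by hand before the data were examined and are not the pathway sets used by the paper.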

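The cytokine response to LPS came with genes that restrain it. IL10, an anti-inflammatory cytokine, went from 3.56 ± 2.63 to 45.5 ± 16.8 CPM (log2 fold change 3.67, SE 0.59, adjusted p = 0.000674), and IL4R, a receptor for interleukins 4 and 13, from 78.1 ± 21.7 to 258 ± 103 CPM (1.72, SE 0.30). Of 21 anti-inflammatory cytokines and regulators, 6 rose and 0 fell (8 adjusted over the list alone, camera adjusted p = 8.18e-12). Of 20 antigen presentation and co-stimulation genes, 3 rose and 0 fell: CD40 (1.46), CD80 (2.28) and CD274 (1.43), a ligand of the PD-1 receptor (camera adjusted p = 2.17e-09). TNF was at 25.5 ± 17.6 CPM with LPS and 8.24 ± 2.15 CPM in the control (log2 fold change 1.63, SE 0.50, 95% interval 0.60 to 2.66, higher in 4 of 4 pairs), with an adjusted p of 0.0895, and 0.0163 with the replicate number as a block.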

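Parasite antigen raised LRBA to 152 CPM (log2 fold change 6.90, SE 0.40), STAT4 to 534 ± 107 CPM (4.13, SE 0.31) and SOD2 to 18480 ± 2630 CPM (3.42, SE 0.26). TNFRSF4, a co-stimulatory receptor, reached 414 ± 71.7 CPM from 19.0 ± 5.95 CPM in the control (4.45, SE 0.31, adjusted p = 4.3e-10), and PDE4B, a cyclic AMP phosphodiesterase, 577 ± 78.3 CPM from 19.4 ± 8.09 CPM (4.90, SE 0.34). NRROS, a regulator of reactive oxygen species, fell by 3.93 (SE 0.43, adjusted p = 5.26e-07), EGR2, an immediate early transcription factor, by 3.69 (SE 0.52) and NPC1, a cholesterol transporter, by 1.73 (SE 0.25). In edgeR, 1801 genes passed with antigen, 1131 higher and 670 lower (4 libraries against 4), and 3127, 1811 higher and 1316 lower, with the replicate number as a block. The lower genes were 418 without control replicate 4, 407 without antigen replicate 1 and 370.0 without antigen replicate 4. Of the 290 genes higher with LPS, 271 were also higher with antigen (25.1 if the lists were independent), and of the 38 lower, 28 were also lower (1.95 if independent), and 0 genes were called in opposite directions. The numbers for independent lists leave out the shared controls, which raise such overlaps. Across the 13072 genes the edgeR fold changes correlated at 0.64. Differences of log2 CPM correlated at 0.70, with a covariance of 0.76. Unchanged groups and controls, all simulated from the control means, gave 0.49 and 0.25. The simulation held no differences between replicate numbers, which pair the real libraries, so its values are not a matched baseline. With the controls split into separate sets for each comparison the correlation was 0.38 to 0.51. Each set holds other replicate numbers, so differences between numbers enter both comparisons with opposite sign and lower this correlation. Genes are not independent replicates, so no p is given for these correlations. Without TMM factors the median of all genes moved from -0.07 to -0.77 and the split of calls with antigen turned to 546 higher and 3542 lower.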

Stimulation with parasite antigen alone elicited a similar transcriptional response, with more than 1000 genes differentially expressed compared to the solvent only control. Notably, these included inflammatory genes such as *IL6* and *PTGES* encoding prostaglandin synthase, suggesting that the parasite antigens drove an inflammatory-type response in equine monocytes (Fig. 5A). However, we noted that there was also measurable LPS in the parasite antigen preparation (>100 ng/mL), which may also contribute to the inflammatory response. 

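IL6 reached 39.4 ± 2.02 CPM with antigen, from 0.147 ± 0.122 CPM in the control (log2 fold change 7.99, SE 1.28, adjusted p = 0.000227), and PTGES 297 ± 94.5 CPM from 1.52 ± 1.05 CPM (7.61, SE 0.86, adjusted p = 2.6e-06). PTGS2, the inducible cyclooxygenase that makes the substrate of PTGES, rose by 3.26 (SE 0.74, adjusted p = 0.00416). CXCL6, a neutrophil chemokine, rose from 23.7 ± 14.2 to 860 ± 144 CPM (5.18, SE 0.64), IL36G by 6.95 (SE 0.95) and IL12B by 8.14 (SE 1.03). Of 22 inflammatory cytokines and chemokines, 18 rose and 2 fell, CCL8 and IL18 (20 and 2 adjusted over the list alone, camera adjusted p = 2.84e-17, and 0.00387 with an estimated correlation). IL33, an alarmin of type 2 immunity, had 21.3 ± 26.2 CPM with antigen and 0.0443 ± 0.0886 CPM in the control (8.71, SE 1.89, adjusted p = 0.0036), an SD above its mean.

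**Figure D1:**
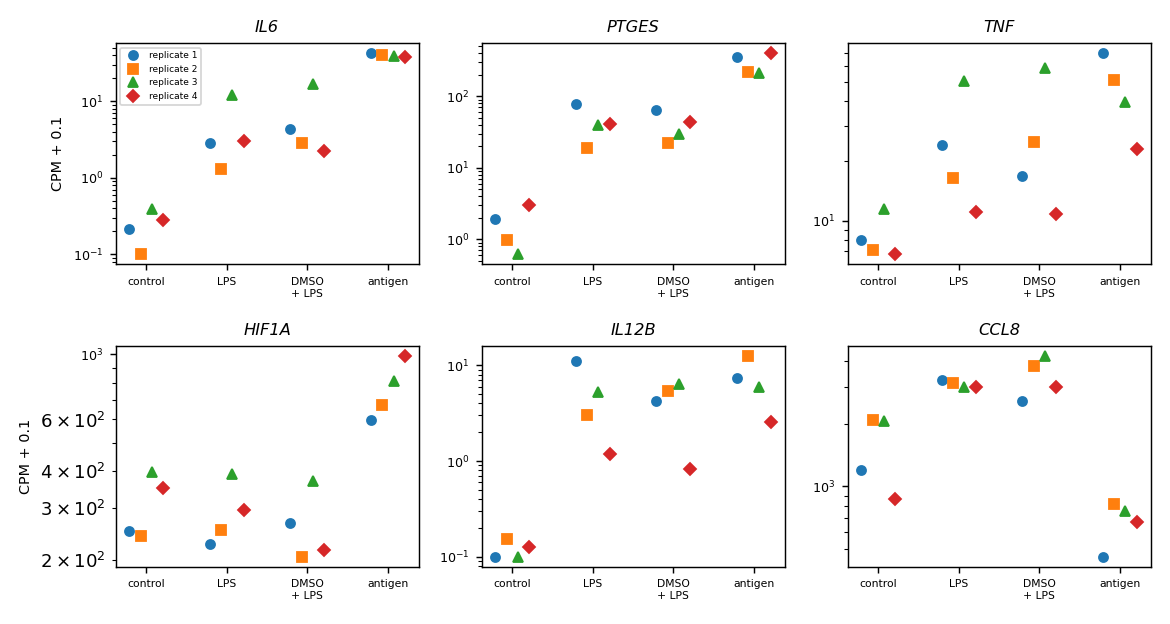
CPM of IL6, PTGES, TNF, HIF1A, IL12B and CCL8 in each library of the control, LPS and antigen groups. Each symbol is one replicate number, and 0.1 was added for the log axis.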

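Antigen and LPS alone, at 50 µg/mL and 125 ng/mL, differed in hypoxia and HIF-1 targets. VEGFA, a vascular growth factor, was at 87.9 ± 22.3 CPM with antigen and 6.57 ± 4.02 CPM with LPS (log2 fold change 3.75, SE 0.60, adjusted p = 0.000747), LDHA, lactate dehydrogenase, at 563 ± 195 and 152 ± 22.8 CPM (1.89, SE 0.36), and ENO1, a glycolytic enolase, at 1377 ± 201 and 489 ± 60.0 CPM (1.49, SE 0.22). Of 32 hypoxia and HIF-1 targets, 14 were higher and 1 lower with antigen (21 and 1 adjusted over the list alone, camera adjusted p = 5.52e-18, and 0.00868 with an estimated correlation). CCL8, a monocyte chemokine, was lower with antigen, at 678 ± 159 against 3097 ± 124 CPM (-2.19, SE 0.34, adjusted p = 0.000441), and so was SOCS1, an inhibitor of interferon signalling (-1.62, SE 0.36). PTGES was higher with antigen (2.75, SE 0.68, adjusted p = 0.0277), and IL6 had a log2 fold change of 3.07 (SE 0.99, 95% interval 1.01 to 5.13), with an adjusted p of 0.115, and 0.0208 with the replicate number as a block. In edgeR, 401 genes differed, 283 higher and 118 lower with antigen, and 1103 with the block (727 and 376). Leaving out LPS replicate 2 lowered the count to 202, LPS replicate 4 to 238, antigen replicate 1 to 253 and antigen replicate 4 to 250.0, and without TMM factors it was 611, 120 higher and 491 lower. The amount of LPS carried by the antigen is not a term of the fit, so these values do not separate the antigen's own share.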

To see if this response was modulated by cinnamaldehyde or carvacrol, we compared gene expression in cells stimulated only with parasite antigen, or with concurrent treatment with either of the two phytochemicals. Relative to antigen alone, cinnamaldehyde treatment regulated the expression of 9 genes and carvacrol 26 genes (adjusted *p* value < 0.05). 

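Genes that the paper lists for the compounds had large fold changes and wide spreads. NQO1, a quinone reductase, had 17.2 ± 17.9 CPM with cinnamaldehyde and 10.0 ± 6.02 CPM with carvacrol, against 0.851 ± 0.726 CPM with antigen alone (log2 fold changes 4.34, SE 0.92, and 3.56, SE 0.90, adjusted p = 0.615 and 0.516). ADM, the vasodilator peptide adrenomedullin, had 18.9 ± 17.8 and 21.7 ± 24.9 CPM against 1.23 ± 0.846 CPM (3.94, SE 0.91, and 4.14, SE 0.91, adjusted p = 0.615 and 0.51). With edgeR over all 24 libraries, 0 genes passed for cinnamaldehyde (792 at an unadjusted p under 0.05) and 0 for carvacrol (891). DESeq2 on the 8 libraries of each comparison called 15 and 36 genes, among them 9 of the 9 and 26 of the 26 genes of Fig. 5B, while DESeq2 over all 24 libraries called 52 and 37, and DESeq2 with the replicate number as a block called 702 for cinnamaldehyde. In edgeR, all 9 and all 26 genes of Fig. 5B had an unadjusted p under 0.05, which is not independent evidence, since the figure chose them on these libraries. In simulated carvacrol libraries edgeR called 45 of 100 genes changed by 2 log2 units and 12 of 100 changed by 1. The simulation gave each gene a single mean per group, apart from depth, while values in the compound libraries differed between replicate numbers. It shows that changes of that size can be missed with 4 libraries a group, not why 0 genes passed here.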

Notably, both compounds strongly suppressed the expression of *TRIM23*, involved in inflammatory responses to pathogen infection, whilst upregulating numerous genes involved in antioxidant defenses including *NQO1*, and in the case of carvacrol *HMOX1*, *PRXD1* and *GCLM* encoding molecules involved in peroxidase sand glutathione metabolism (Fig. 5B). Thus, both cinnamaldehyde and carvacrol could modify the response of horse immune cells to antigenic challenge, with a dominant response upregulation of an antioxidant network that may limit inflammation and promote protective immunity.

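The antioxidant genes named for carvacrol had high means with both compounds. HMOX1 was at 3712 ± 3361 CPM with carvacrol and 3309 ± 3937 CPM with cinnamaldehyde, against 446 ± 267 CPM with antigen alone (log2 fold changes 3.06 and 2.89), PRDX1, a peroxidase, at 1987 ± 1705 and 2380 ± 2505 against 323 ± 205 CPM (2.62 and 2.88), and GCLM, a subunit of the enzyme that starts glutathione synthesis, at 130 ± 113 and 146 ± 177 against 21.5 ± 6.02 CPM (2.60 and 2.76), and the adjusted p was 0.516 or above for each in edgeR. Values differed between libraries of a group. HMOX1 in replicates 1, 2, 3 and 4 was 174, 367, 8533 and 4163 CPM with cinnamaldehyde, 4989, 7855, 1454 and 550.0 CPM with carvacrol, and 161, 373, 804 and 448 CPM with antigen alone. OSGIN1, a growth inhibitor induced by oxidative stress, was at 12.8, 11.2, 109 and 67.1 CPM with cinnamaldehyde and at 195, 299, 12.4 and 16.0 CPM with carvacrol. TRIM23 has 3 entries in the annotation used: the one of Fig. 5B was at 13.3 ± 6.01 CPM with antigen alone and 0 in all 8 compound libraries, at least 110-fold lower with cinnamaldehyde and at least 97.9-fold with carvacrol against a floor of 3 counts per library. It passed with neither compound in edgeR (adjusted p = 0.516 with carvacrol) and with both in DESeq2 on the 2 groups. Without a compound, it was also at 0 in 2 Water + LPS libraries and 1 DMSO + LPS library. The 3 TRIM23 entries summed were at 15.3 ± 4.58 CPM with antigen, 14.8 ± 3.25 CPM with cinnamaldehyde and 12.4 ± 4.86 CPM with carvacrol (log2 fold changes -0.06, 95% interval -0.68 to 0.57, and -0.30, -0.93 to 0.33).

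**Figure D2:**
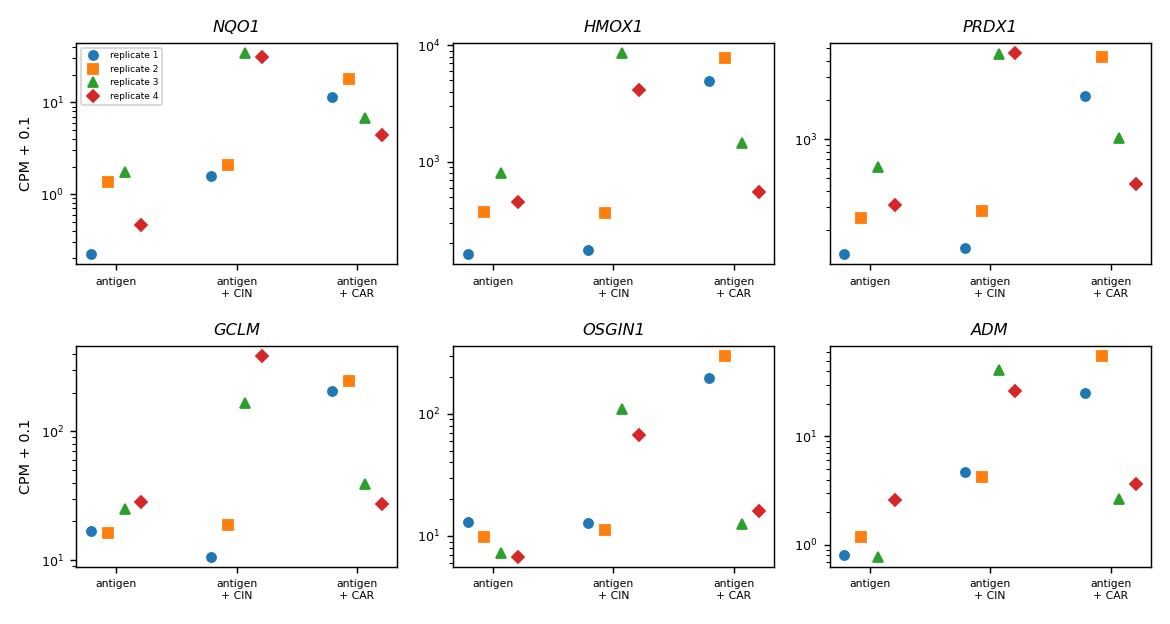
CPM of 6 genes of Fig. 5B in each library with antigen alone or with cinnamaldehyde (CIN) or carvacrol (CAR). Each symbol is one replicate number, and 0.1 was added for the log axis.

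**Figure D3:**
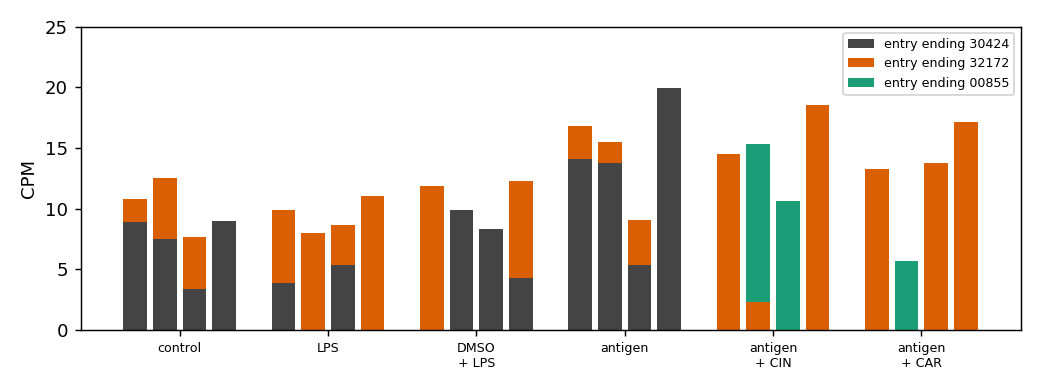
CPM of the 3 annotated TRIM23 entries, stacked, in each of the 24 libraries. Each bar is one library, in the order of the replicate numbers within its group.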

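The 8 targets of the antioxidant transcription factor NRF2 shown in Fig. 5B all had positive fold changes with both compounds (median log2 fold change 2.61 with each). In edgeR, for each compound 0 passed over all genes and 8 adjusted over the list alone (camera adjusted p = 3.05e-12 with cinnamaldehyde and 7.83e-16 with carvacrol, and adjusted p = 0.268 and 0.105 with an estimated correlation). DESeq2 on the 2 groups called all 8 with carvacrol (adjusted p from 0.00163 for NQO1 to 0.0425 for OSGIN1). With cinnamaldehyde it called NQO1, the member the figure shows for that compound (adjusted p = 0.00366). That list was chosen by the study on these libraries and is not independent evidence. Of 28 other NRF2 targets, written down before the data were examined, 0 passed over all genes in edgeR, and 2 with cinnamaldehyde and 11 with carvacrol adjusted over the list alone. The 2 with cinnamaldehyde were GCLC, the catalytic subunit of the enzyme that starts glutathione synthesis (2.15, SE 0.63), and TXN, thioredoxin (1.34, SE 0.38), and among those with carvacrol was TXNRD1, thioredoxin reductase (1.48, SE 0.49). That list passed camera with the preset correlation (adjusted p = 0.000511 and 2.28e-05) and not with an estimated one (adjusted p = 0.341 and 0.151). Of 19 heat shock genes, 1 with cinnamaldehyde, the co-chaperone DNAJA4, and 10 with carvacrol passed in edgeR adjusted over the list alone, and 0 over all genes (camera adjusted p = 1.71e-08 and 1.25e-11, and 0.341 and 0.153 with an estimated correlation). Between the compounds edgeR called 0 genes (531 at an unadjusted p under 0.05, 0 with DESeq2 on the 8 libraries and 23 with DESeq2 over all 24), with NQO1 at -0.78 (95% interval -2.43 to 0.88) for carvacrol against cinnamaldehyde. Another split of these libraries, carvacrol 1 and 2 with cinnamaldehyde 3 and 4 against the rest, called 436 genes. Exchanged labels and a response that differs between replicate numbers would both give that split and cannot be told apart. The count of 0 therefore does not show that the compounds act alike. The paper reads the response to LPS as classical inflammation and the response to antigen, with IL6 and PTGES in it, as similar. From the genes it lists for the compounds, it proposes that both could modify the response to antigen, with higher antioxidant genes as the dominant change, which may limit inflammation and favour protective immunity.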

**Fig. 5:**
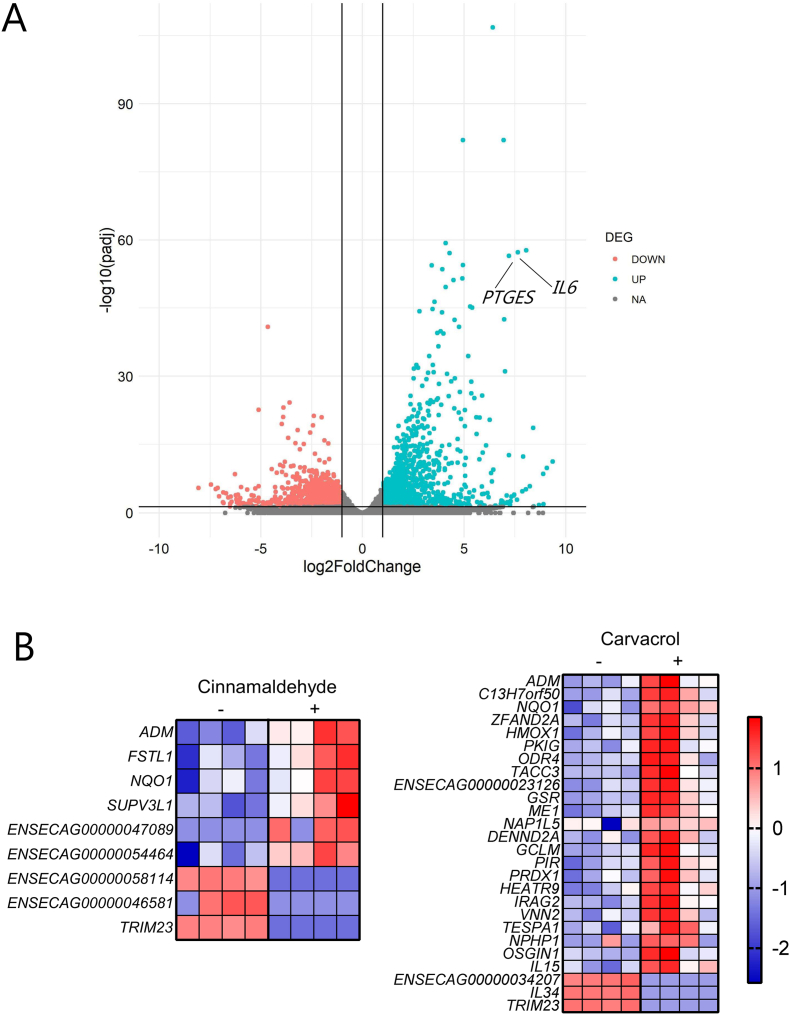
**Gene expression changes induced by parasite antigen in equine monocytes** A) Volcano plot showing genes up- or down-regulated (adjusted *p* value < 0.05) in equine monocytes exposed to cyathostomin antigen B) Expression levels (Z-scores based on normalized read counts) of genes differentially regulated (adjusted *p* value < 0.05) in monocytes treated with antigen combined with cinnamaldehyde or carvacrol, relative to antigen alone. The heat map indicates the expression level with red indicating a high Z score and blue a lower Z score.

### 3.4 In vivo trial of cinnamaldehyde as a feed additive

Based on consistently high bioactivity in anti-parasitic and anti-inflammatory tests, cinnamaldehyde was chosen for a controlled feeding intervention in horses. Thus, one group of horses received oral cinnamaldehyde supplementation, while a control group did not, in order to *in vivo* investigate the effects previously observed *in vitro*. The administration of cinnamaldehyde as a feed additive had no effect on parasite parameters throughout the *in vivo* trial (Fig. 6). A transient difference in FEC was observed on day 7, with significantly higher values in the control group compared to the cinnamaldehyde group (*P* = 0.05), likely due to the increased excretion in the control group rather than a treatment effect. Overall, there was no efficacy of cinnamaldehyde with a maximum reduction of only 4.9% at d28 (Table S4). Similarly, no consistent effects were observed on the selected hematological parameters (Fig. 7). However, some cell populations showed significant differences between the average cell count per day. This was the case for the number of lymphocytes at d28 (*P* = 0.01), neutrophils at d7 (*P* = 0.006) and eosinophils at d14 (*P* < 0.001), where the average count was higher than at d0. However, the average number of basophils at d14 and d21, as well as neutrophils at d14, was significantly lower than at d0 (*P* = 0.0007, 0.03, 0.05, respectively). No significant correlations were found between FEC and cell count (Table S5). No differences in body weight were observed in the study.

**Fig. 6:**
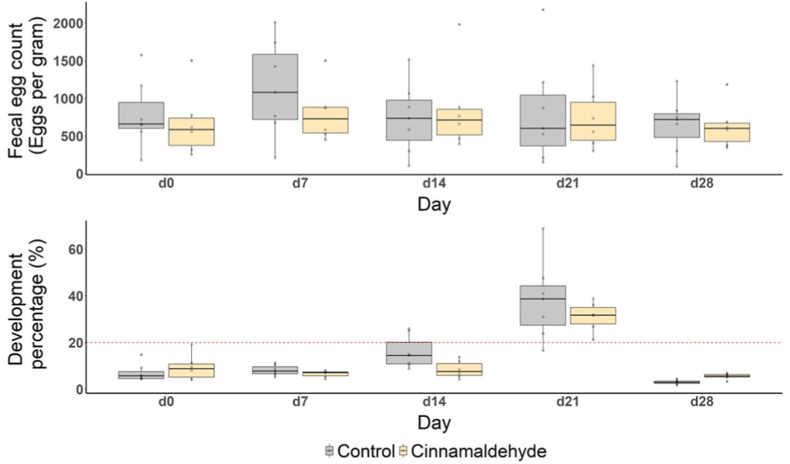
**Fecal egg count (top panel) and larval development rate (bottom panel) for ponies eating cinnamaldehyde (yellow)-based additives compared to the control group (grey)** Impact of cinnamaldehyde treatment on fecal egg count (top panel) and larval development (bottom panel) over a 28-day period. Box plots compare control (grey) and cinnamaldehyde-treated (yellow) groups at five time points (days 0, 7, 14, 21, and 28). The red line in the bottom panel indicates the 20% development rate.

**Fig. 7:**
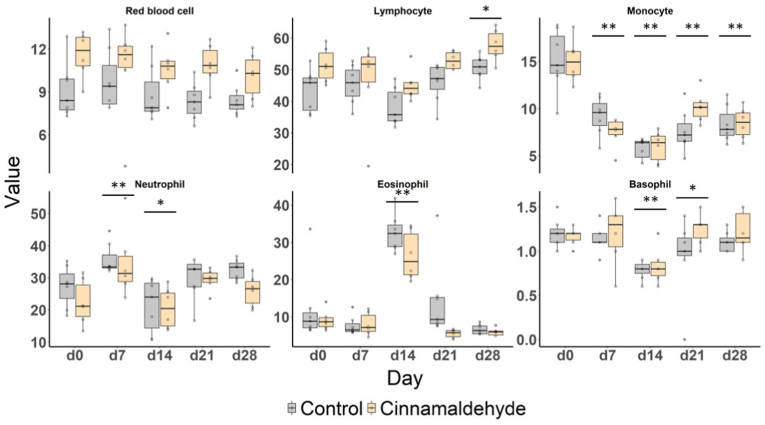
**Trends in six hematological parameters selected during the *jn vivo* intervention study** Temporal effects of cinnamaldehyde treatment on hematological parameters over a 28-day period. Box plots compare control (grey) and cinnamaldehyde-treated (yellow) groups across five time points (days 0, 7, 14, 21, and 28) for six blood cell types: red blood cells, lymphocytes, neutrophils, eosinophils, monocytes, and basophils. The horizontal bars with the stars indicate a significant difference of ∗ *P* ≤ 0.05 and ∗∗*P* ≤ 0.01 in the days compared to the other group, specific to the cell population.

## 4 Discussion

This study provides a multifaceted evaluation of the antiparasitic and immunomodulatory potential of selected plant-derived terpenes -specifically cinnamaldehyde and carvacrol, -against equine cyathostomins. Through a combination of *in vitro* parasitological assays, immune cell profiling, transcriptomic analysis, and a preliminary *in vivo* trial, we explored both the direct and indirect mechanisms by which these compounds may contribute to parasite control.

To our knowledge, our study is the first to evaluate the sensitivity of cyathostomins to these terpenic molecules. Previous work on *C. elegans* found IC_50_ values of 1.45 nM for eugenol and 0.80 nM for carvacrol, respectively (Hernando et al., 2019). Compared to our results, cyathostomins are more sensitive to eugenol and carvacrol, with IC_50_ values of 0.29 mM and 0.19 mM, respectively. Conversely, cinnamaldehyde showed lower potency against cyathostomin motility, with an IC_50_ of 1.3 mM (0.16 mg/mL) compared to its reported effects on *Haemonchus contortus* (IC_50_ = 0.018 mg/mL (Katiki et al., 2017) or IC_50_ = 7.2 μM(Frota et al., 2023)) and *Ascaris suum* (Williams et al., 2015) where 125 μg/mL cinnamon bark extract completely inhibited larval migration. Combined with our results showing a modification of cyathostomin population structure, our findings suggest that whilst these phytochemicals exert selective pressure on cyathostomin communities, certain species may be more resilient or better adapted to the molecules tested. Further studies will be necessary to determine in detail these differential susceptibilities, and also to evaluate the possibility that these intrinsic differences may confer a selection advantage to more tolerant species that may become dominant in the nemabiome over time.

The second aspect of this study was to investigate the indirect immunomodulatory activity of the selected terpenic compounds. A first evaluation of the anti-inflammatory activity of cinnamaldehyde and carvacrol on equine peripheral blood mononuclear cells was performed. While both compounds demonstrated anti-inflammatory activity on equine cells, the magnitude of the response was lower than that observed in murine macrophage models, likely due to the inherently lower reactivity of the equine primary cells. To further investigate the effects of these two compounds on the horse's immune system, we described, for the first time, the transcriptional response of equine monocytes stimulated with cyathostomin larval antigens, in the presence or absence of cinnamaldehyde or carvacrol. This builds on previous work (Hellman et al., 2021) who evaluated cytokine expression by equine PBMC, after *Strongylus vulgaris* or cyathostomin antigen stimulation. L3 cyathostomin antigen induced over-expression of IL-4 and IL-13. In our study, stimulation with L3 cyathostomin antigens induced differential expression of 750 genes in equine monocytes, of which 468 up and 282 down-expressed. Pathway enrichment analysis using the KEGG database, revealed significant activation of immune-related pathways, including TNF and TLR signaling pathway, both of which are central to innate immune activation and cytokine production.

In our transcriptomic analysis, LPS stimulation induced differential expression of 666 genes compared with the control, including 140 genes under-expressed and 526 over-expressed. Functional enrichment analysis revealed strong activation of immune-related pathways including cytokine-cytokine receptor interaction, TNF, NF-κB, and JAK-STAT signaling pathway. This is consistent with known mechanisms in human and murine models, where TLR4 recognizes LPS and activates NF-ϰB, leading to monocyte differentiation into pro-inflammatory macrophages (Guha and Mackman, 2001; Wan et al., 2016). The TLR signaling pathway was also found to be overexpressed in parasite antigen-stimulated monocytes. These data suggest that cyathostomin larval antigens similarly trigger monocyte activation and polarization toward a M1 phenotype, as evidenced by the upregulation of TNF, NF-κB and HIF-1A pathways. 

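Toll-like receptor signalling genes went both ways with antigen: 4 of 27 rose and 4 fell (TLR7, MYD88, IRAK1 and IRF5), and the list as a whole did not pass (camera adjusted p = 0.615). This hand-written list is not the KEGG set of the paper, and cytokine genes were placed in another list. The members that rose were IRAK2 (log2 fold change 2.10, SE 0.27, adjusted p = 6.12e-06), a kinase downstream of the receptors, TICAM1 (1.91, SE 0.35), the TRIF adaptor, CD14 (2.01, SE 0.39), the LPS co-receptor, and TAB2 (1.05, SE 0.22), a kinase adaptor. CD14 went from 679 ± 237 CPM in the control to 2741 ± 953 CPM.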

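Members of the groups named for inflammatory polarization rose with antigen, and not every list passed with an estimated correlation. In the NF-κB list 23 of 34 genes rose and 0 fell (camera adjusted p = 4.47e-26, and 0.00387 with an estimated correlation), with IER3, a stress response gene, from 75.5 ± 6.73 to 785 ± 158 CPM (log2 fold change 3.38, SE 0.36). TNF itself rose to 45.7 ± 19.6 CPM (2.47, SE 0.51, adjusted p = 0.00172), and 12 of 28 TNF signalling genes rose and 2 fell, MAPK14 and CSF1 (adjusted p = 5.74e-06, and 0.113 with an estimated correlation). HIF1A, the oxygen-regulated transcription factor, rose from 309 ± 76.2 to 767 ± 174 CPM (1.31, SE 0.31, adjusted p = 0.00541), and 16 of 32 hypoxia and HIF-1 targets rose and 2 fell (adjusted p = 1.3e-07, and 0.0551 with an estimated correlation). SLC2A3, a glucose transporter, rose by 3.26 (SE 0.58). Genes of the alternative (M2) list rose as well, 5 of 24 with 0 lower (adjusted p = 0.0113, and 0.0287 with an estimated correlation): CCL22, a chemokine, went from 53.0 ± 39.2 to 2364 ± 1265 CPM (5.48, SE 0.73) and IRF4, a transcription factor, rose by 2.06 (SE 0.54), and the others were IL4R, IL10 and MAF.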

More, the NF-κB pathway has been described as able to polarize M2-type macrophages, specific for repair following infection (Notari et al., 2014; Cosín-Roger et al., 2016), into M1 macrophages (Hagemann et al., 2009). This supports the hypothesis that parasite antigens can elicit a robust inflammatory response in equine innate immune cells. However, interpretation of these results is complicated by the fact that we observed LPS contamination in our parasite antigen preparation, so we cannot rule out the pro-inflammatory responses derive from this contamination. Regardless, it was interesting to note that the terpene compounds appeared to suppress this inflammatory response, providing for the first time evidence that plant SMs have anti-inflammatory activity in horse immune cells. 

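With the compounds added to antigen, inflammatory cytokine genes had mostly positive fold changes, none past the threshold in edgeR. Of 22 inflammatory cytokines and chemokines, 20 were positive with cinnamaldehyde (median log2 fold change 0.36) and 17 with carvacrol (0.42). In edgeR 0 passed over all genes or adjusted over the list alone (camera adjusted p = 0.00167 and 0.0357, and 0.539 and 0.647 with an estimated correlation). DESeq2 on the 8 libraries of the carvacrol comparison called the list member IL15 higher (log2 fold change 1.36, adjusted p = 0.0438). IL6 was at 254 ± 288 CPM with cinnamaldehyde, 118 ± 86.6 CPM with carvacrol (log2 fold changes against antigen alone 2.69, 95% interval 0.68 to 4.70, and 1.58, -0.36 to 3.52), and CXCL8, a neutrophil chemokine, at 8715 ± 7890, 6611 ± 4480 and 1760 ± 711 CPM (2.31 and 1.91). TNF had fold changes of 0.37 (-0.63 to 1.37) and -0.17 (-1.17 to 0.84), and PTGES of -0.58 (-1.92 to 0.75) and -0.64 (-1.97 to 0.69). IL6 per library was at 38.1, 30.2, 641 and 307 CPM in replicates 1 to 4 with cinnamaldehyde and 137, 231, 69.8 and 33.9 CPM with carvacrol. Exchanged labels between the compounds were not excluded, so these are values of the groups as labelled. These values are for RNA of monocytes given antigen, and the solvent changed along with the compound. They do not address the TNF-α protein that the paper found lower in PBMC given LPS.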

Whilst the gene changes were modest, they were closely linked to anti-inflammatory and antioxidant mechanisms that have been well described for these compounds in other animal species, suggesting a conserved function of these molecules in modulating oxidative stress and inflammation (Alfawaz et al., 2025; Yu et al., 2025). The intrinsic anti-inflammatory responses of the terpenes has clear relevance for animal health is chronic inflammation is a significant issue in livestock including horses, however whether this response either contributes to or limits the development of protective immunity to helminth infection is not clear. However, it is interesting to note that pro-inflammatory responses in monocytes and macrophages are often associated with suppression of type-2 immunity, and thus the ability of the phytochemicals to limit this inflammatory response and instead promote an antioxidant regulatory network may suggest the potential to promote the development of parasite-specific immunity. Further studies should focus on exploring the connection between modulation of inflammation and promoting resistance to parasites. Whilst this phenomenon is increasingly well described in rodent models (Alhallaf et al., 2018; Oliveira et al., 2022), each host-parasite system needs to be evaluated empirically and further clinical trials in horses will be necessary.

Following the promising *in vitro* activity screening results showing anti-parasitic and immunomodulatory properties, an *in vivo* study was conducted over a 28-day period to evaluate the effects of cinnamaldehyde administered as a feed additive, on parasitological and hematological parameters in horses. To date, this is the first study evaluating the *in vivo* antiparasitic potential of this compound in horses. We must acknowledge that this was a pilot study with a small number of horses, and that larger cohort trials will be necessary to derive a firm conclusion on the *in vivo* efficacy of these molecules. Despite this, it does appear from our preliminary data that there is a significant *in vitro* to *in vivo* translation gap that needs to be overcome. Despite increasing the dosage during the final week of the study, no significant antiparasitic effects directly associated with cinnamaldehyde were observed. Although the observed number of eggs excreted at d7 was significantly lower in the test batch compared with the control, this result was likely due to a transient increase in FEC excretion in the control group rather than a treatment effect. This was also confirmed by the efficacy of the additive measured negatively at this date and did not exceed 4.9% at d28. These findings highlight the well-documented discrepancy between *in vitro* and *in vivo* results. In our case, once ingested by the animal, the food additive has to pass through the digestive tract before coming into contact with the parasite in the hindgut. During this passage, several physiological factors can influence the structure, stability, and bioavailability of active molecules, including digestive pH, gastric emptying speed, and secretion, as well as interactions with dietary components (Vertzoni et al., 2019). In addition, the gut microbiota play a crucial role in modulating the fate of these compounds. Microbial enzymes can metabolize phytochemicals into bioactive or inactive forms, thereby altering their pharmacokinetics and physiological effects. This microbial transformation adds another layer of complexity to the *in vivo* efficacy of plant-derived additives and highlights the importance of considering host–microbiota interactions in the development of nutraceutical strategies. Moreover, whilst in this pilot study we based the inclusion rate on existing commercial phyto-therapeutic doses for horses, studies to determine the pharmacokinetic properties of these compounds in equids would be highly relevant to inform future efforts to explore the *in vitro* and *in vivo* anti-parasitic activity.

The transition from *in vitro* to *in vivo* therefore requires galenic studies to improve molecule delivery. In the context of equine parasitology, the development of an *in vitro* equine fermenter capable of reproducing hindgut conditions (Strauch et al., 2017) could help identify the fate of ingested molecules. Some authors have also proposed the use of yeast particles offering stability and prolonged release properties for essential oil use (Soto et al., 2023).

In summary, while cinnamaldehyde and carvacrol demonstrated promising *in vitro* antiparasitic and immunomodulatory activity, the *in vivo* activity of cinnamaldehyde was limited under the tested conditions. Future studies should focus on optimizing formulation and delivery strategies to improve compound stability and bioavailability in the equine gastrointestinal tract. This will be essential to fully harness the therapeutic potential of plant-derived compounds in parasite control programs.

## CRediT authorship contribution statement

**Joshua Malsa:** Writing – review & editing, Writing – original draft, Methodology, Investigation, Formal analysis, Conceptualization. **Angélique Chereau:** Writing – review & editing, Investigation. **Fabrice Guégnard:** Writing – review & editing, Investigation. **Delphine Serreau:** Writing – review & editing, Investigation. **Amandine Gesbert:** Writing – review & editing, Investigation. **Fabrice Reigner:** Writing – review & editing, Investigation. **Léonie Chamoin:** Writing – review & editing, Investigation. **Jacques Guillot:** Writing – review & editing, Supervision. **Alexandre Vernudachi:** Writing – review & editing, Investigation. **Nuria Mach:** Writing – review & editing, Supervision, Methodology, Conceptualization. **Géraldine Fleurance:** Writing – review & editing, Supervision, Methodology, Conceptualization. **Sonia Lacroix-Lamandé:** Writing – review & editing, Supervision, Methodology. **Andrew R. Williams:** Writing – review & editing, Supervision, Methodology, Conceptualization. **Guillaume Sallé:** Writing – review & editing, Supervision, Methodology, Conceptualization.

## Conflict of interest statement

The authors have no financial or other conflicts of interest to declare.

## Data Availability

ITS2 sequence data is available at https://doi.org/10.57745/HKJLJG. RNA-Seq data is available at GEO under accession number GSE312280.

# Supplementary material for: Terpenic compounds possess anthelmintic and immunomodulatory properties with potential for controlling equine cyathostomin infections
**Source:** Int J Parasitol Drugs Drug Resist. 2026 Apr 12;31:100642. doi: 10.1016/j.ijpddr.2026.100642
**Supplement:** Multimedia component 1

Supplementary Information for:

Terpenic compounds possess anthelmintic and immunomodulatory properties with potential for controlling equine cyathostomin infections

Contents:

Supplementary Tables 1-5

Supplementary Figures 1-4

Supplementary Table S1. Batches characteristics

	Control	Cinnamaldehyde
Age (mean $\pm$ s.d) ¹	3.7 $\pm$ 1.60	3.0 $\pm$ 1.09
Weight (mean $\pm$ s.d)	285 $\pm$ 46	286 $\pm$ 55
FEC (mean $\pm$ s.d)	626 $\pm$ 268	615 $\pm$ 387

¹ Mean and standard deviation of age, weight and FEC per group

Supplementary Table S2. Summary of the *in vivo* screening data

Parameters	Unit
White blood cells	m/mm ³
Lymphocytes	%
Monocytes	%
Neutrophils	%
Eosinophils	%
Basophils	%
Others (cellular debris)	%
Red blood cells	m/mm ³
Mean corpuscular volume (MCV)	fl
Hematocrit	%
Mean corpuscular hemoglobin (MCH)	pg
Mean corpuscular hemoglobin concentration (MCHC)	g/dl
Hemoglobin	g/dl
Red cell distribution width - absolute (RDW)	fl
Red cell distribution width - relative (RDW-CV)	%
Microcytes	%
Macrocytes	%
Platelets	m/mm ³
Mean platelet volume (MPV)	fl
Plateletcrit (PCT)	%
Mode	fl
Median	fl
Platelet distribution width (PDW)	-
Microplatelet	%
Macroplatelet	%

Supplementary Table S3. Summary of the *in vitro* screening data

Extract	TNF α level to the control (%)	LDA IC ₅₀ (mM) [Lower ; Upper]	LMA IC ₅₀ (mM) [Lower ; Upper]	Score ¹
Anethole	96.3	0.66 [0.61 ; 0.72]	1.59 [0.87 ; 2.31]	98.55
Carvacrol	52.99	0.19 [0.17 ; 0.21]	5.17 [n.d ² ; n.d]	58.35
Cinnamaldehyde	0	1.3 [1.27 ; 1.32]	2.44 [0.98 ; 3.91]	3.74
Eugenol	62.3	0.41 [0.38 ; 0.45]	0.29 [0.04 ; 0.54]	63
L Menthol	100.37	0.63 [0.60 ; 0.66]	3.27 [0.96 ; 5.59]	104.27
Thymol	104.61	0.51 [0.49 ; 0.52]	1.61 [n.d ; n.d]	106.73

¹The score is the sum of each column (TNF α level to the control + LDA IC₅₀ + LMA IC₅₀)

²Not determined

Supplementary Table S4. Cinnamaldehyde efficacy during the trial

Day	Cinnamaldehyde
d7	-20.9 ¹ [-36.4 ; -4.6] ²
d14	-29.4 [-47.4 ; -12.7]
d21	-12.1 [-27.3 ; 2.6]
d28	4.9 [-9.2 ; 17.8]

¹Efficacy, ²90% credibility interval

Supplementary Table S5. Correlation data

Correlation matrix

	FEC	Red blood cell	Lymphocyte	Monocyte	Neutrophil	Eosinophil	Basophil
FEC		-0.06	-0.03	0.03	0	0	-0.01
R.B.C.	0.5331		0.21	0.1	-0.09	-0.11	0.32
Lympho	0.8098	0.0439		0.11	-0.32	-0.58	0.32
Mono.	0.7849	0.3448	0.289		-0.07	-0.41	0.49
Neutro.	0.9962	0.3794	0.0015	0.5097		-0.5	0.19
Eosino	0.965	0.2993	0	0	0		-0.59
Baso	0.9251	0.0014	0.0013	0	0.0587	0	

P values

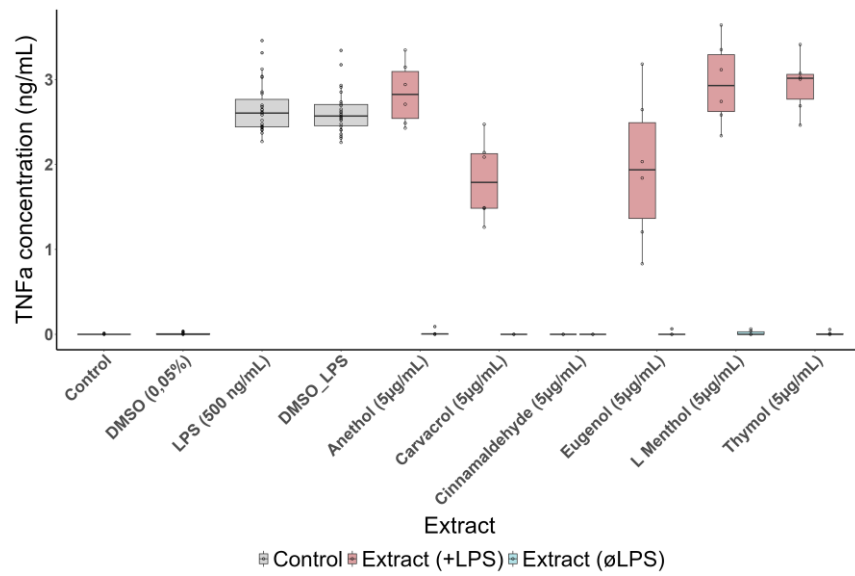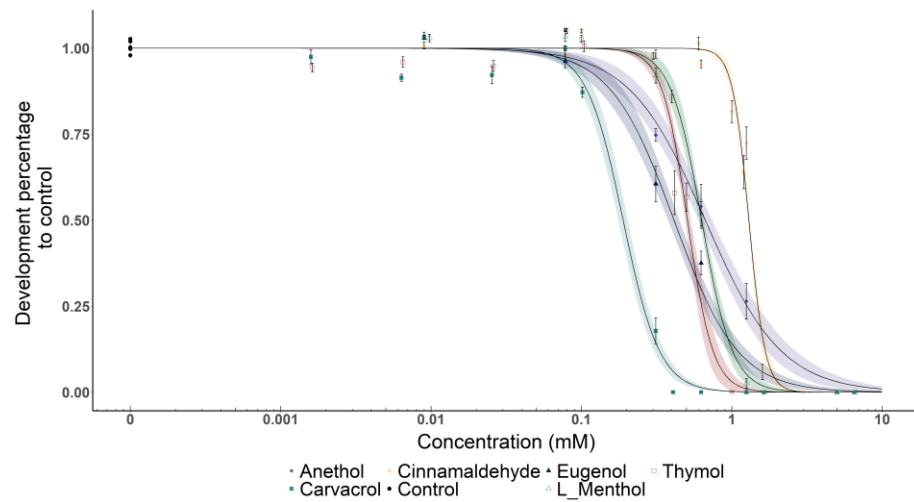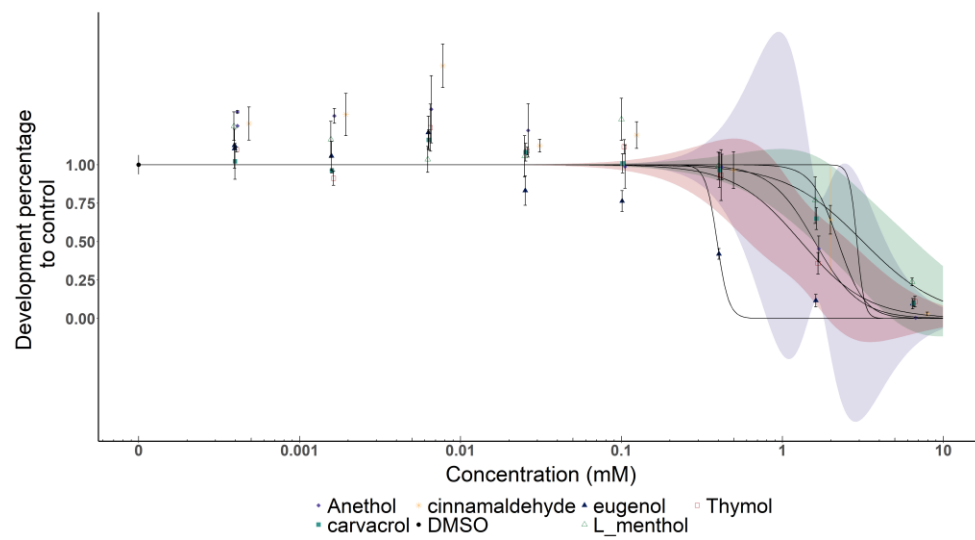

Supplementary Figure 1

Effects of terpene compounds on **A)** TNF α production from RAW264.7 cells, **B)** larval development, and **C)** larval migration of equine strongyles.

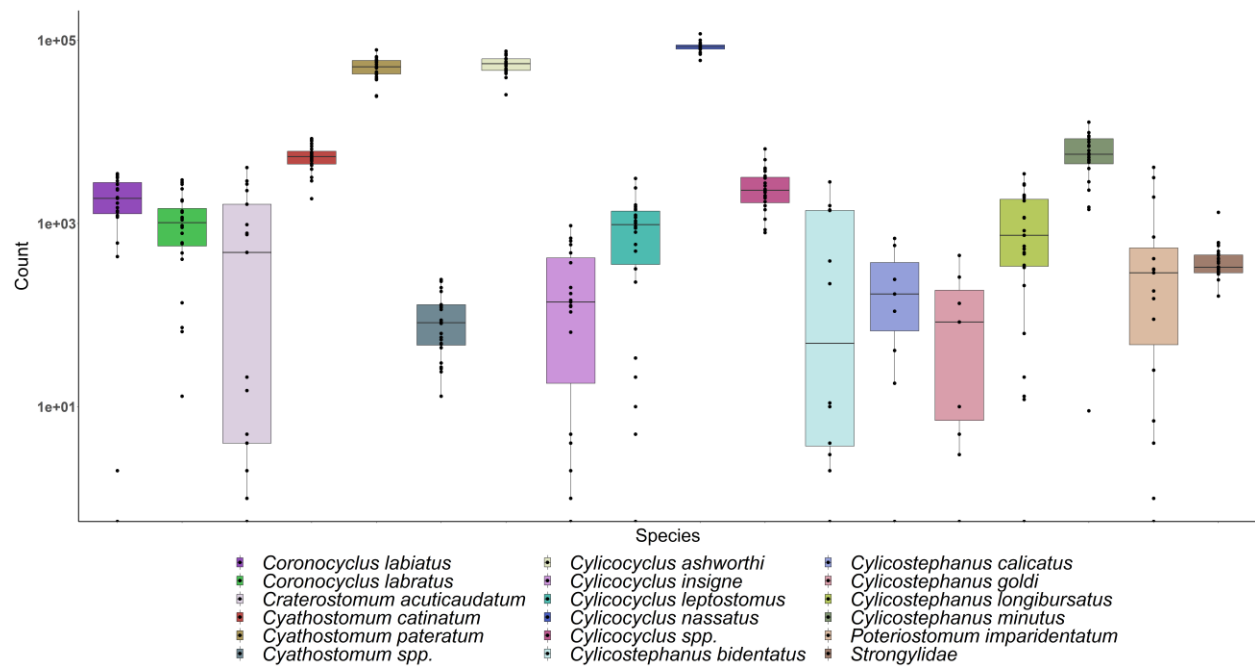

Supplementary Figure 2 - Composition and absolute abundance of species of the isolate studied in the absence of compound (control condition)

Absolute abundance (count) of each species in absence of compound (0 mM). Each point represented the count of individual determine by metabarcoding in each replicate.

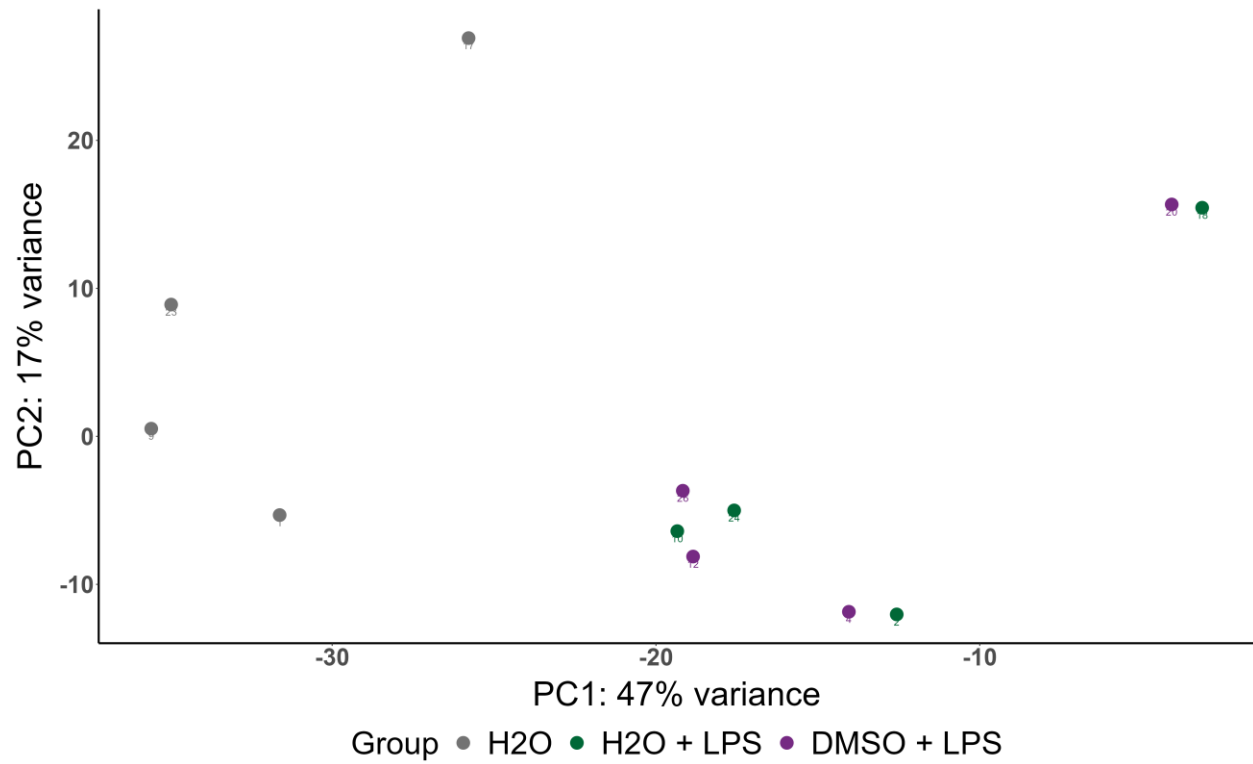

Supplementary Figure 3 – Principal component analysis showing a comparable response to lipopolysaccharide (LPS) treatment in equine monocytes, using either water or DMSO as a solvent.

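Same-numbered libraries with LPS in water and in DMSO lay closer to each other than libraries with LPS in water lay to the control. Over the 500 most variable genes of the control and both LPS groups, the mean distance between them was 49.8, against 69.4 between same-numbered control and Water + LPS libraries and 66.2 between Water + LPS libraries of different numbers (log2 CPM units). The first component held 26.1% of the variance and the second 21.6%. Against the Water control, DMSO + LPS changed 321 genes in edgeR, 276 higher and 45 lower, and 1042 with the replicate number as a block, 757 higher and 285 lower.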

How the deposited data were processed for this re-analysis (not part of the article)

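RNA sequencing of CD14-sorted horse monocytes was compared across 6 groups of 4 libraries. The authors filtered reads with Trim Galore (version not given in the sources used here), quantified them with Salmon 1.4 against Ensembl 110 and made gene tables with tximport 1.28, and tested them with DESeq2 1.40.2. The genome build is not given in the sources used here. The deposited values are estimated counts per gene, with no scaling to library size, for 21810 genes in 24 columns, one per library; 22.2% of the values are not whole numbers and were rounded. Of these genes 16692 have a symbol, 125 symbols belong to more than 1 gene, and 4875 genes are at 0 in every library.

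Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes were kept by filterByExpr with the group (minimum count 10, minimum total 15), which left 13072 genes holding at least 99.98% of each library's counts. Libraries were scaled by TMM factors and fitted together with a robust quasi-likelihood model with 18 residual degrees of freedom. Genes passed at a Benjamini-Hochberg adjusted p under 0.05 within a comparison. CPM are TMM-scaled values, given as mean ± SD over 4 libraries, and fold changes are log2 with the SE from the quasi-F statistic. Totals of 23.81 to 48.59 M counts per library set the floor: a gene at 0 in a group is compared with 3 counts per library.

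Gene lists (32, written by hand before the data were examined) were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2, at a preset inter-gene correlation of 0.01 and with the correlation estimated, for lists with at least 5 genes tested. KEGG sets were not available. Genes named in the text were fixed by rule before the data were examined: in each direction the 10 with the smallest p whose groups did not overlap, those named by the paper, and the members of each list with the smallest p. NQO1, HMOX1, OSGIN1 and IL6 were given per library after their values were seen, and so were the names of list members behind counts of 5 or fewer. The paper's heat map of Fig. 5B had been read before the lists were written.

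The paper took blood from 4 ponies, and which pony carries which replicate number is not stated. Whether the numbers pair the libraries was checked by correlating the deviations of same-numbered libraries from their group means: all 4 correlations were above 0.1 for LPS (0.131 to 0.361) and likewise for DMSO under LPS, antigen, cinnamaldehyde and antigen against LPS, but not for carvacrol or for carvacrol against cinnamaldehyde. Where they pair, the fit with the replicate number as a block is given beside a count that it moves by over 1.5 times. Replicates of a group differed by more than sampling noise, so no library was counted as a duplicate.

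Alternatives were DESeq2 1.42.0 on all libraries or on the 2 groups compared, the replicate block, RLE factors, other filters on low counts, a fold limit, and leaving out each library and each replicate number. Total counts without TMM factors and fits without the compound libraries were chosen after seeing the data. The fit was tested on simulated counts: with 100 genes changed by 2 log2 units, 39 were called for LPS and 46 for antigen, and by 1 log2 unit 5 and 3. Correlations with shared controls were set beside 20 simulated sets of unchanged groups and controls, and beside the 6 ways to split the controls. Neither kept the pairing by replicate number.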

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

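Of 90 groups of 4 libraries examined, 3 had a library far from the others, where chance gives about 1 in 20. IL6 in replicate 3 stood apart in Water + LPS (12.0 CPM) and in DMSO + LPS (16.7 CPM). The share of counts in the 10 most abundant genes was 26.5% in 1 cinnamaldehyde library. The paper does not discuss 2 further TRIM23 entries. They averaged 5.91 ± 6.89 and 8.85 ± 9.08 CPM with cinnamaldehyde, above the control and antigen groups, and were at 0 in 2 and 1 of the 4 libraries. With carvacrol they averaged 1.41 ± 2.82 and 11.0 ± 7.56 CPM. The second entry was also at 7.08 ± 3.23 CPM in Water + LPS, without a compound.

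All tests of the libraries with compounds in this paragraph were chosen after the result was seen, apart from the count of splits. In the labelled split of the 8 compound libraries edgeR called 0 genes between carvacrol and cinnamaldehyde, while of the other splits of these libraries the highest called 436. It sets carvacrol 1 and 2 with cinnamaldehyde 3 and 4 against the rest, and so points to a structure that the condition labels do not carry. Within each compound it parts replicates 1 and 2 from 3 and 4. Library numbers in the labels skip from 4 to 7 in replicate 1 and from 12 to 15 in replicate 2. They run on without a gap in replicates 3 and 4. Whether this numbering is tied to the split was not tested. Exchanged labels between the compounds (436 genes) may account for the split. So may a response that differs between the replicate numbers (the carvacrol to cinnamaldehyde ratios of 2 numbers correlated as low as -0.167 across genes). Both predict the same split, so they cannot be told apart here. Library depth was not decided: the ratio of totals was on the side of the HMOX1 ratio in 1 of the 4 replicate numbers, a count over 1 gene chosen after its values were seen, while in replicate 2 the totals were near equal (26.06 M with cinnamaldehyde and 26.03 M with carvacrol) and HMOX1 was at 367 and 7855 CPM, which goes against depth in that number.

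The fall of the Fig. 5B entry of TRIM23 was set against its other annotated copies in tests chosen after the result was seen, and against the solvent in a test fixed before. The 3 entries summed had log2 fold changes of -0.056 with cinnamaldehyde and -0.30 with carvacrol, in line with reads assigned to another copy in these libraries. For the solvent, the entry's log2 fold change for DMSO under LPS was 1.29 (95% interval -1.74 to 4.31), which by the rule fixed before goes against the solvent. The entry was at 0 in 2 of 4 Water + LPS libraries and 1 of 4 DMSO + LPS libraries, without a compound. Since its value may depend on which copy takes the reads, the solvent is left undecided. Whether the copies are separate genes or one gene annotated more than once stays open without the genome.

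The genes of Fig. 5B were set against the solvent in a test fixed before the data were examined, for called genes; since edgeR called none, the figure's genes took their place. Their median solvent fold change under LPS was -0.019 of the carvacrol and -0.017 of the cinnamaldehyde fold change. A solvent effect as with 0.05% DMSO under LPS is therefore argued against. The share of DMSO in the compound libraries is not given in the sources used here, so the solvent comparison may not match them in dose. A solvent effect particular to antigen was not measured.

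Of the 35 splits of the 8 libraries in each comparison, only the labelled one reached its count for LPS (328, highest other 0), antigen (1801, highest other 0) and antigen against LPS (401, highest other 0). That is a share under 0.05 if libraries are exchanged freely. The replicate numbers pair these libraries, and 8 of the splits part all 4 pairs, too few for a share under 0.05 (highest other 0 in each comparison). With the pairing kept, the splits therefore cannot exclude chance. For DMSO under LPS (highest other 0), cinnamaldehyde (highest other 96), carvacrol (highest other 4) and carvacrol against cinnamaldehyde (highest other 436) the labelled count is 0, which all 35 splits reach whatever the data hold, so the splits decide nothing there. The split with 96 genes sets antigen 1 and 2 and cinnamaldehyde 1 and 2 against replicates 3 and 4.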

How the results depend on the processing

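Total counts without TMM factors and fits without the compound libraries were chosen after seeing the data, and the cause of a change with a setting was not tested. With the replicate number as a block, edgeR called 1051 genes for LPS, 3127 for antigen and 1103 for antigen against LPS. DESeq2 with that block called 1971, 4310 and 2136, and 518 for DMSO under LPS, 702 for cinnamaldehyde, 719 for carvacrol and 567 between the compounds. The block left 0 genes in edgeR for both compounds and between them. The lowest correlation of same-numbered libraries was 0.0618 for carvacrol, where 8 of 8 libraries correlated best with their own number, and 0.00172 between the compounds, where 6 of 8 did. DESeq2 over all 24 libraries called 639 genes for LPS, 4 for DMSO, 52 for cinnamaldehyde, 37 for carvacrol, 23 between the compounds and 740 for antigen against LPS. DESeq2 on the 2 groups compared called 946, 2, 15, 36, 0 and 1242 in that order, and 2986 for antigen. edgeR on 2 groups called 1 for each compound. Without the compound libraries the counts were 568 for LPS and 2880 for antigen, with total counts only 4088 for antigen and 611 for antigen against LPS, and with both LPS groups together 570 for LPS. Leaving out libraries gave 111 to 447 for LPS, 915 to 1795 for antigen, 0 to 3 for cinnamaldehyde, 0 to 1 for carvacrol, 0 to 1 between the compounds and 111 to 435 for antigen against LPS. With an estimated correlation 8 gene lists passed for antigen, 0 for each compound and 2 for antigen against LPS, and DESeq2 called 5 list members for each compound. The correlation of the compounds' fold changes was 0.75 among genes with at least 10 counts in every library. For the correlation of compound and solvent fold changes (main value -0.004 for cinnamaldehyde and 0.001 for carvacrol), Spearman gave 0.127 and 0.081, that gene filter 0.217 and 0.148, and the block -0.002 and -0.016. RLE factors, the other filters on low counts and a log2 fold limit of 1 kept every total of called genes within 1.5 times, and of the counts by direction the genes lower with LPS moved further, from 38 to 73 with at least 10 counts in every library. Depth limits genes near 0 counts, and 4 libraries a group limit changes of 1 log2 unit.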

Differences from the paper's values

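For LPS the paper gives 666 genes, 526 higher and 140 lower, and edgeR called 328, 290 higher and 38 lower. Of the alternatives set before the data were examined, the total lay within 1.5 times with DESeq2 over all 24 libraries (639), DESeq2 on the 2 groups (946), both LPS groups together (570) and without control replicate 1 (447), and with no other. For the higher genes the same alternatives lay within 1.5 times (503, 606, 428 and 381), and for the lower genes DESeq2 over all 24 libraries (136) and both LPS groups together (142). Other settings, not among those set before, lay within 1.5 times as well: the replicate block together with a log2 fold limit of 1 (671 genes, 519 higher and 152 lower), the fit without the compound libraries, chosen after seeing the values (568, 416 and 152), and for the lower genes total counts without TMM factors, also chosen after (123). With DMSO + LPS in place of Water + LPS, the block and that fold limit gave 677 genes, 497 higher and 180.0 lower. The paper states no fold limit for this count and gives no list of its genes in the text, so how many of them each setting drops was not counted.

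For antigen the paper's discussion gives 750 genes, 468 higher and 282 lower, fewer than its results section, and edgeR called 1801, 1131 higher and 670 lower. The total and the higher genes lay within 1.5 times of the discussion's count without replicate 2 (956 and 646) and without replicate 4 (915 and 670), and with no other alternative set before. For the lower genes this held without replicates 1, 2 or 4 (404, 310 and 245), without control replicate 4 (418) and without antigen replicates 1 or 4 (407 and 370). Total counts without TMM factors, chosen after seeing the values, gave 546 higher genes, within 1.5 times, and 3542 lower.

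For cinnamaldehyde the paper gives 9 genes and edgeR called 0. No alternative set before lay within 1.5 times: DESeq2 on the 2 groups called 15, all 9 of the paper's genes among them, and DESeq2 over all 24 libraries 52, with 7 of the 9. For carvacrol the paper gives 26 genes and edgeR called 0. DESeq2 over all 24 libraries (37, with 12 of the 26) and DESeq2 on the 2 groups (36, with all 26) lay within 1.5 times, and the others did not. DESeq2 with the replicate block called 7 and 25 of the paper's genes.

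The paper names Toll-like receptor signalling as overexpressed with antigen and as enriched with LPS, and the list written for it did not pass in either (camera adjusted p = 0.615 and 0.549). That list is not the KEGG set of the paper. It holds mainly receptors, adaptors, kinases and transcription factors, with cytokine genes in another list, so these values do not test the paper's enrichment. The paper describes an apparent suppression of the inflammatory response by the compounds, and the inflammatory list had positive median log2 fold changes with both (0.36 and 0.42), while PTGES had negative ones (-0.58 and -0.64). No member of the list passed in edgeR with either compound. The fold changes are for the groups as labelled, and exchanged labels between the compounds were not excluded. The paper also measured lower TNF-α protein with both compounds in equine PBMC given LPS, which these RNA values do not address. The paper describes TRIM23 as suppressed by both compounds. The entry of Fig. 5B was lower with both, called by DESeq2 on the 2 groups (adjusted p = 7.23e-17 and 4.13e-16) and not by edgeR. The 3 entries summed did not show this fall (-0.06 and -0.30).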

Other observations

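Antigen also raised genes the paper does not discuss. Of 3 type 2 cytokine genes tested 2 rose, the alarmins IL33 and TSLP (log2 fold change 5.22 for TSLP). IL4 and IL13, which the paper cites as raised by cyathostomin antigen in earlier PBMC work, were removed by the filter on low counts and not tested. Among the hypoxia and HIF-1 targets, CA12, a carbonic anhydrase, rose by 5.55 and SLC2A1, a glucose transporter, by 5.02 (edgeR, n = 4 against 4). CA12 and SLC2A1 were singled out after their values were seen.

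The 2 compounds' edgeR fold changes correlated at 0.48 across 13072 genes, and at 0.75 among genes with at least 10 counts in every library, for which nothing was simulated. Differences of log2 CPM correlated at 0.56, with a covariance of 0.33 and the same sign in 72.8% of genes. Unchanged groups and antigen libraries, all simulated from the antigen means, gave 0.50, 0.22 and 66.9%. The simulation held no differences between replicate numbers, so its values are not a matched baseline. With the antigen libraries split into separate sets the correlation was 0.08 to 0.14. As far as the numbers pair the libraries, differences between numbers enter both comparisons with opposite sign and lower this correlation. The genes are not independent replicates.

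Groups of 4 lay fully apart for 10.1% of genes with LPS, 22.4% with antigen, 1.94% with cinnamaldehyde, 2.90% with carvacrol and 1.10% with DMSO under LPS. Free exchange of the 8 libraries gives 2.86%, which does not hold for libraries paired by number, so these shares are not set against chance.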
